# Genome-wide gene expression profiling of introgressed *indica* rice alleles associated with seedling cold tolerance improvement in a *japonica* rice background

**DOI:** 10.1186/z

**Published:** 2012-09-07

**Authors:** Fan Zhang, Liyu Huang, Wensheng Wang, Xiuqin Zhao, Linghua Zhu, Binying Fu, Zhikang Li

**Keywords:** Rice, Cold tolerance, Transcriptome, Introgression line

## Abstract

**Background:**

Rice in tropical and sub-tropical areas is often subjected to cold stress at the seedling stage, resulting in poor growth and yield loss. Although *japonica* rice is generally more cold tolerant (CT) than *indica* rice, there are several favorable alleles for CT exist in *indica* that can be used to enhance CT in rice with a *japonica* background. Genome-wide gene expression profiling is an efficient way to decipher the molecular genetic mechanisms of CT enhancement and to provide valuable information for CT improvement in rice molecular breeding. In this study, the transcriptome of the CT introgression line (IL) K354 and its recurrent parent C418 under cold stress were comparatively analyzed to explore the possible CT enhancement mechanisms of K354.

**Results:**

A total of 3184 differentially expressed genes (DEGs), including 195 transcription factors, were identified in both lines under cold stress. About half of these DEGs were commonly regulated and involved in major cold responsive pathways associated with OsDREB1 and OsMyb4 regulons. K354-specific cold-induced genes were functionally related to stimulus response, cellular cell wall organization, and microtubule-based movement processes that may contribute to increase CT. A set of genes encoding membrane fluidity and defensive proteins were highly enriched only in K354, suggesting that they contribute to the inherent CT of K354. Candidate gene prediction based on introgressed regions in K354 revealed genotype-dependent CT enhancement mechanisms, associated with *Sir2*, *OsFAD7*, *OsWAK112d*, and programmed cell death (PCD) related genes, present in CT IL K354 but absent in its recurrent parent C418. In K354, a number of DEGs were co-localized onto introgressed segments associated with CT QTLs, providing a basis for gene cloning and elucidation of molecular mechanisms responsible for CT in rice.

**Conclusions:**

Genome-wide gene expression analysis revealed that genotype-specific cold induced genes and genes with higher basal expression in the CT genotype contribute jointly to CT improvement. The molecular genetic pathways of cold stress tolerance uncovered in this study, as well as the DEGs co-localized with CT-related QTLs, will serve as useful resources for further functional dissection of the molecular mechanisms of cold stress response in rice.

## Background

Rice (*Oryza sativa* L.) is an important cereal species, and a staple food for more than half of the world’s population. During early growth stages, low temperature stress retards rice seedling establishment and plant development, directly impacting yield. Temperate *japonica* cultivars generally have better seedling-stage cold tolerance (CT) and greater seedling vigor than *indica* cultivars [1]. By using backcross breeding, however, we have recently identified the putative genetic networks underlying some introgression lines (ILs) with significantly improved CT at the seedling stage under a *japonica* restorer C418 background (Zhang *et al.*, unpublished data), suggesting the diversity hidden in the *indica* germplasm. Further elucidation of the molecular basis of CT enhancement of *japonica* rice arising from introgression of favorable alleles from *indica* rice would provide rice breeders with much useful information.

Cold stress tolerance mechanisms in plants include cold signal perception, activation of transcription factors (TFs) by signal transduction, and expression of cold-responsive genes for mediating stress tolerance [2]. The plant cell membrane represents an ideal location for the primary temperature stress sensor, because one of the immediate effects of temperature stress in plants is a change in membrane fluidity [3]. At low temperatures, greater membrane lipid unsaturation appears to be crucial to optimum membrane function. When the *Arabidopsis* fatty acid deficient triple mutant *fad3-2 fad7-2 fad8*, which is devoid of trienoic fatty acids, was exposed to prolonged low temperatures, a decrease in fluorescence parameters, chlorophyll content, and thylakoid membrane content was observed compared with wild-type plants [4]. Similarly, *OsFAD8* has a functional role in maintaining levels of trienoic fatty acids and stress tolerance at low temperatures in rice [5]. In one study [6], linolenic acid levels increased and palmitic acid levels decreased in cold tolerant rice genotypes exposed to chilling; the opposite behavior was observed in cold sensitive genotypes. Transcriptional regulation is the core component of the complex genetic network associated with plant responses to cold. The C-repeat (CRT)/dehydration responsive element (DRE)-binding TF-mediated cold response pathway has been shown to play a predominant role in CT through the process of cold acclimation [7]. Although rice, a plant of tropical and subtropical origin, lacks mechanisms for cold acclimation, it nonetheless possesses components of this CBF cold-response pathway [8,9]. *OsDREB1A* and *OsDREB1B* are induced by cold stress, and constitutive overexpression of these genes in transgenic *Arabidopsis* and rice leads to induction of stress-responsive genes, increased high cold and salt tolerance, and growth retardation under normal conditions [8,9]. Other important signaling pathways have also been shown to be involved in CT. For example, *MYBS3* represses the DREB1-dependent cold signaling pathway at the transcriptional level. DREB1- and MYBS3-dependent pathways may complement each other and act sequentially to allow adaptation to immediate and persistent cold stress in rice [10]. The rice R2R3-type *OsMyb4* TF controls a hierarchical network comprising several regulatory sub-clusters associated with cellular defense and rescue, metabolism, and development. This network is independent of CBF/DREB, and its sub-regulons operate with possible co-regulators, including nuclear factor-Y [11]. In addition, one ROS (ROS-bZIP)-mediated regulon triggered by chilling stress is independent of Abscisic acid (ABA) and CBF/DREB, and its activation promotes rapid response of rice seedlings to chilling stress [12]. Finally, constitutive and non-cold responsive regulons, which have a differential effect on the cold responsive DRE regulon, also play a key role in CT [13].

DNA microarray analysis is a well developed high-throughput technology that has been used for many genomic application areas, especially whole-genome gene expression profiling. Although high-throughput RNA sequencing has recently become popular as an alternative to microarray analysis, the microarray platform, with its robust sample process and data analysis pipelines, is still the preferred choice for transcriptomic profiling involving a large number of samples in model plants with well-annotated genomes [14,15]. Many microarray-based studies have been carried out to identify abiotic stress responsive genes in specific rice varieties and transgenic rice [9,10,16,17], and comparative transcriptional profiling of two contrasting rice genotypes under salinity and drought stress have revealed novel genetic regulatory mechanisms involved in stress tolerance [18,19]. Unfortunately, it is difficult to use the stress-related genes uncovered in those studies to improve modern varieties in rice breeding, because most of them already exist in elite rice varieties.

In this study, a CT IL and its cold sensitive recurrent parent were assessed in terms of their seedling growth and physiological responses to cold stress treatment. An Affymetrix genome array was used to profile global gene expression changes under a cold stress time series. The results of this study should serve as an initial step in a comprehensive understanding of CT enhancement resulting from introgression of favorable alleles from *indica* rice into a *japonica* rice background.

## Results and Discussion

### Phenotypic differences between the introgression line K354 and its recurrent parent C418 under cold stress

The CT IL K354 and its recurrent parent C418, which possesses a cold sensitive phenotype, were used in this study. Under cold stress, a marked difference in survival rate was observed between K354 and C418 (Additional file 1), with K354 showing better CT and recovery ability than C418. Seedling leaves of C418 exhibited obvious wilting, while only a few necroses on leaf tips were observed in K354 seedlings (Additional file 2A). Compared with C418, cold-treated K354 seedlings experienced significantly less extensive cell membrane injury (relative electrolyte leakage) during the 24 h recovery period following the 48 h cold stress treatment (Additional file 2B). Interestingly, although under control conditions K354 exhibited significantly lower superoxide dismutase (SOD) activity and soluble protein concentrations than C418, after 48 h of cold stress these parameters increased dramatically and reached higher values, even with different changing trends, in K354 compared with C418 (Additional file 2C and 2E). In regard to catalase (CAT) activity, K354 showed a larger change than C418 after 48 h of cold stress (Additional file 2D). Based on phenotypic and physiological traits measured in this study, the CT of K354 was indeed improved over that of C418, due to the introgression of favorable alleles from *indica* donor Bg300 into the *japonica* background.

### Genome-wide gene expression profiling of K354 and C418 under a cold stress time-series

Comparison of genome-wide gene expression between two genotypes with contrasting CT phenotypes in a cold environment may help identify underlying molecular genetic pathways responsible for cold adaptation of rice plants. In this study, we use an Affymetrix whole rice genome array to profile gene expression changes of K354 and C418 under cold stress at five time points (2, 6, 12, 24, and 48 h). 

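The deposited values cover 36 arrays, 3 for each of 12 groups, from whole shoots of 3-leaf seedlings of C418 and K354 that stayed at 25 °C or were moved to 4 °C for 2, 6, 12, 24 or 48 h. K354 is an introgression line in the background of C418, a cold-sensitive japonica restorer line, with the indica variety Bg300 as donor. Control shoots taken at 2 h and 24 h were pooled, so that the control does not match each cold sample in time of day, which limits what can be read from clock genes such as PCL1. Each value is a signal intensity of a probe set on a linear scale, made by the authors. The paper's methods name GCOS and the invariant-set normalization of dChip, the deposited sample records name MAS5, and which of these set the scale of the values is not known. The median intensity of an array was 62.3 to 62.5 in the C418 control, 55.5 to 56.6 at 2 h, 59.0 to 61.3 at 6 h, 62.3 to 63.5 at 12 h, 61.7 to 65.5 at 24 h and 63.9 to 65.8 at 48 h. In K354 it was 63.0 to 64.6 in the control, 57.0 to 58.3 at 2 h, 63.5 to 64.9 at 6 h, 56.8 to 66.6 at 12 h, 66.2 to 67.7 at 24 h and 63.3 to 67.9 at 48 h. Across probe sets, which are not independent replicates, Pearson's r of log2 intensities between arrays of the same group was 0.979 to 0.996, and 0.879 to 0.992 between arrays of different groups. The 57258 probe sets that are not controls of the array were tested with limma on log2 intensities in 1 model of the 12 groups. DEGs were called at more than 5-fold change and a Benjamini-Hochberg adjusted p under 0.05. The difference between the cold responses of the lines, written here as the interaction (the log2 change of K354 minus that of C418), was called at an adjusted p under 0.05 with no minimum fold. Errors of log2 changes are standard errors (SE) from limma, and means of intensities are given with their SD, each from 3 arrays per group. A fold given as at least some value is a lower bound, for a comparison with a group whose 3 arrays lay below their 25th percentile of intensity.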

The array contained 49,824 rice genome genes (48,564 for *japonica* and 1260 for *indica*). Among these genes, 24,888–27,407 (43.4–47.8%) were found to be expressed in at least one sample in both genotypes under stress or control conditions (Additional file 3). A total of 3184 (5.6%) differentially expressed genes (DEGs) were identified, including comprise 2562 cold-responsive DEGs and 710 genotypic-specific DEGs (Table 1). 

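At 48 h, LOC_Os08g36910, an alpha-amylase that cuts starch, rose at least 70.5-fold in C418 and at least 41.6-fold in K354. OsACA7, a calcium-transporting ATPase of the plasma membrane type, rose by 6.91 on the log2 scale (SE 0.29) and 6.57, and PCL1, a MYB-type component of the circadian clock, by 6.79 (SE 0.18) and 6.99. OsJAZ3, a repressor of jasmonate signaling, rose by 6.02 (SE 0.30) in C418 and 5.55 in K354. At the other end, the chlorophyll a/b binding protein LOC_Os07g38960 fell at least 21.0-fold in C418 and had a log2 change of -4.69 (SE 0.21) in K354, and OsGLN2, a plastid glutamine synthetase, had -3.62 (SE 0.21) and -2.50. Over all comparisons, 3428 probe sets were called, of which 2761 responded to cold in at least 1 line and 910 differed between the lines at 1 or more times. Of the latter, 667 did not respond to cold in either line and 365 were called in every comparison of the lines.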

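ARF10, an auxin response factor, had log2 changes of 1.09, 3.28 and 4.72 (SE 0.20) at 6, 24 and 48 h in C418, and 0.89, 2.44 and 4.27 in K354. OsWRKY76, a WRKY factor of the defense response, rose by 3.60 (SE 0.34) at 24 h and 5.58 at 48 h in C418, and by 2.27 and 4.40 in K354. The mitotic cyclin gene CYCB1-1 had log2 changes of -0.13 (SE 0.33) at 2 h and 2.48 at 48 h in C418, and -0.19 and 2.45 in K354. In C418, 187, 252, 427, 946 and 1531 probe sets were induced at 2, 6, 12, 24 and 48 h, and 43, 56, 113, 195 and 577 were repressed (at 2 h 68 without C418 2 h replicate 3). In K354, 41, 187, 406, 1063 and 1249 were induced at 2 to 48 h, and 45, 71, 106, 179 and 325 repressed. Of the 187 probe sets induced at 2 h in C418, 154 were also induced at 48 h, while 638 were first called at 48 h; of the 701 first induced at 24 h in K354, 340 were still called at 48 h. Control RNAs added during labeling and hybridization rose with the hours of cold on the same scale. The 21 hybridization controls were higher than in the control arrays by 0.29, 0.57 and 0.99 on the log2 scale at 12, 24 and 48 h in C418, and by 0.44, 0.39 and 0.81 in K354. The 25S rRNA probe set went from 967 ± 40.1 (SD) in the C418 control to 6291 ± 942 at 48 h, that of 5.8S rRNA from 63.5 ± 6.11 to 1350.0 ± 323, and that of 18S rRNA from 7148 ± 341 to 8317 ± 341. With the arrays scaled to the hybridization controls, 742 probe sets were induced and 3301 repressed in C418 at 48 h.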

There were 232/83, 286/243, 503/471, 1075/1092, and 1962/1444 DEGs detected in samples of C418/K354 at 2, 6, 12, 24, and 48 h, respectively, revealing that cold treatment induced a continuous increase in DEGs in both genotypes. There was an apparently delayed response to cold in K354 compared with C418, with 232 DEGs in C418 vs 83 in K354 at 2 h cold stress. 

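OsTPP1, a trehalose-6-phosphate phosphatase, rose by 4.45 on the log2 scale (SE 0.26) in C418 and by 1.62 in K354 (interaction -2.84, adjusted p = 3.20e-05 from limma). CYP707A5, which breaks down abscisic acid, rose by 5.10 (SE 0.16) and 3.11 (interaction -1.99, adjusted p = 4.81e-06). The heat stress factor OsHsf-07 rose by 2.70 (SE 0.28) in C418, with a log2 change of 0.23 in K354, and reached 3.39 and 3.08 at 6 h. OsWRKY24, a WRKY factor of hormone responses, rose by 3.24 (SE 0.20) in C418, with 0.27 in K354, and by 3.45 and 2.14 at 6 h. OsLSD1, a zinc finger protein that restrains cell death, fell at least 2.56-fold in C418 at 2 h, with a log2 change of -0.28 (SE 0.25) in K354. Of the probe sets induced in C418 at 2 h, 34 were induced in K354 at 2 h and 102 at 6 h, and 133 had a weaker response in K354 by the interaction. They were chosen for their change in C418 on the same arrays, which favours a weaker response in K354. Among 332 probe sets induced in both lines at 12 h, the median log2 change at 2 h was 1.82 in C418 and 1.02 in K354, the median interaction was -0.68 at 2 h and -0.35 at 6 h, and 260 of them had an interaction below 0 at 2 h. From the numbers of DEGs at 2 h, the paper describes an apparently delayed response to cold in K354.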

Similar results were previously observed in rice under salinity stress; in that study, the sensitive genotype IR29 induced a relatively large number of genes compared to tolerant FL478 [18]. In addition, comparison of gene expression levels between K354 and C418 showed that there were 308 up-regulated and 209 down-regulated genes in K354 compared with C418 under control conditions. This suggests that these genes may be responsible for K354’s intrinsic tolerance to cold stress, which may be largely derived from introgression of donor alleles conferring constitutive tolerance to low temperature.

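Under control conditions, LOC_Os01g45830, a sulfate transporter, was at least 78.7-fold higher in K354, LOC_Os07g25050, which encodes a thionin-like antimicrobial peptide, at least 57.7-fold and LOC_Os11g27730, a cytochrome P450, at least 97.2-fold. On the other side, the probe set of OsPP2C62, a protein phosphatase 2C, was at least 47.6-fold lower in K354, and that of the glutaredoxin LOC_Os12g16524, a redox enzyme, at least 44.0-fold. The pair of probe sets of OsMCM9, a DNA replication helicase, was at least 11.8-fold and 8.96-fold lower, and of the pair of OsDTC1, a diterpene synthase of phytoalexin formation, 1 had a log2 difference of -3.23 (SE 0.41) and the other was at least 12.4-fold lower. Among the gene lists, 2 of 5 LEA proteins and dehydrins, which protect dried or chilled cells, were lower in K354 (3 adjusted over the list alone), RAB16B with -2.63 (SE 0.79) and RAB16D with -1.33 (SE 0.26). The list was 1 of 3 that passed camera with the preset correlation in this comparison (adjusted p = 0.0251). It did not pass with an estimated correlation (adjusted p = 0.669). In all, 342 probe sets were higher and 235 lower in K354. For 228 of those higher (66.7%) and 143 of those lower (60.9%), the mean intensity of the dimmer line lay below the mean 25th percentile of its arrays. For the 1531 probe sets induced in C418 at 48 h of cold, the mean of the control did so in 440 (28.7%). In later comparisons, the probe sets higher in K354 numbered 344, 314, 322, 353 and 329 at 2 to 48 h, and those lower 274, 227, 249, 207 and 238.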

**Table 1:** Summary of cold-regulated genes and significant DEGs between two genotypes at the seedling stage

**Time course**	**Cold-responsive DEGs in C418**			**Cold-responsive DEGs in K354**			**K354 vs C418**		
	**Induced**	**Repressed**	**Sub-total**	**Induced**	**Repressed**	**Sub-Total**	**Up-**	**Down-**	**Sub-total**
Control	-	-	-	-	-	-	308	209	517
2 h	192	40	232	38	45	83	308	246	554
6 h	234	52	286	175	68	243	276	193	469
12 h	397	106	503	363	108	471	284	211	495
24 h	894	181	1075	932	160	1092	312	182	494
48 h	1436	526	1962	1151	293	1444	294	189	483

*Note:* DEGs were identified using the empirical criterion of more than 5-fold change and significant *t* tests (*p* < 0.05) based on three independent biological replicates. Induced or repressed genes were identified by comparing the transcription level of genes under stress condition with that under control conditions. Significantly up- or down-regulated DEGs between K354 and C418 were detected by comparing the transcription level of genes between two genotypes at the same time point.

Gene Ontology (GO) enrichment of all detected cold-responsive DEGs with known and putative functions is shown in Figure 1. 

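Among the gene lists, those of cellulose synthases and xyloglucan enzymes and of auxin (the auxin list was added with the data at hand, before any list value was seen) were shifted upward at 48 h in C418, and ribosomal proteins downward, by camera with its preset correlation and not with an estimated one. The first of these lists had adjusted p = 0.00379 with the preset and adjusted p = 0.695 with an estimated correlation, the auxin list adjusted p = 0.0486 with the preset and adjusted p = 0.837 with an estimated correlation, and the ribosomal list adjusted p = 0.00552 with the preset and adjusted p = 0.837 with an estimated correlation. Of 30 cellulose synthases and xyloglucan enzymes, which build the cell wall, 21 were higher and 3 lower (OsCslA5, OsCslE1 and OsCslH1) in C418 (22 and 3 adjusted over the list alone), and their median log2 change of 1.11 became 0.12 and -0.35 with the arrays scaled to the hybridization and poly-A controls. Of 29 expansins, which loosen the cell wall, 9 were higher and 9 lower, and that list did not pass camera (median 0.08, adjusted p = 0.665). OsCesA6 rose by 2.78 on the log2 scale (SE 0.31) and OsCslA7, a mannan synthase, by 2.59 (SE 0.22). Of 48 genes of auxin transport and response, 21 were higher and 9 lower (21 and 9 adjusted over the list alone), with a median of 0.20 that turned to -0.79 and -1.26 with these scalings. IAA14, an auxin signaling repressor, rose at least 3.12-fold and IAA20, of the same family, fell at least 4.13-fold. Of 22 ribosomal proteins, 19 were lower (20 adjusted over the list alone) with a median of -0.75 that was -1.74 and -2.21 with these scalings, RPL11 with -1.77 (SE 0.18) and RPS26 with -1.60 (SE 0.21). The lists of cell division and photosynthesis did not pass camera in C418 at 48 h. Of 32 kinesins, motors of the microtubules, 12 were higher and 3 lower (KIN13A, KIN14A and KIN14K; adjusted p = 0.0686), of 11 tubulins 8 and 2 (TUB3 and TUBC; adjusted p = 0.118), with OsTUB8 at 2.05 (SE 0.33), and of 16 cyclins 8 and 2 (CYCA1-4 and CYCD3-1; adjusted p = 0.0873). The 4 light-harvesting and photosystem proteins PSAG, PSAH, CAB2R and LHCP were all lower, with log2 changes from -1.89 (SE 0.13) to -0.82 (SE 0.10) in C418 (adjusted p = 0.0589).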

The predominant DEGs were functionally involved in metabolism (23.5%, *p* = 5.85E-33), such as macromolecule metabolism, oxidation-reduction, and primary metabolism; cellular processes (18.6%, *p* = 6.71E-11), including microtubule-based processes; stimulus response (4.9%, *p* = 1.04E-8); binding activity (31.0%, *p* = 5.26E-43), including ion, tetrapyrrole, and nucleotide binding; and catalytic activity (27.4%, *p* = 1.76E-43), such as hydrolase, transferase, and oxidoreductase activity. GO enrichment analysis of the 710 genotype-specific DEGs, however, indicated that the most prevalent DEGs were involved in programmed cell death (PCD) (3.2%, *p* = 4.68E-7) and electron carrier activity (3.0%, *p* = 0.0002), revealing genotype-specific transcriptome changes in response to cold environmental stimuli.

**Figure 1:**
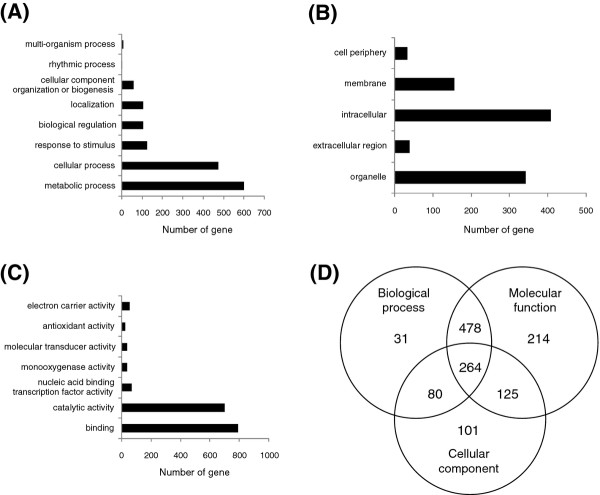
**Functional classification of all 2562 cold-responsive DEGs detected in C418 and K354. **(**A**) Biological processes; (**B**) cellular components; (**C**) molecular functions; (**D**) Venn diagram showing the overlap among the three categories. Bars show numbers of cold-induced genes in the two genotypes. Only significantly overrepresented GO slim categories are shown (*P* ≤ 0.05).

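Group means of the called probe sets were joined by average linkage on the centered correlation. In each line, the 24 h and 48 h groups joined first with each other, at a distance of 0.128 in C418 and 0.255 in K354, the 6 h and 12 h groups formed a second pair, and the 2 h group paired with the control. The tree over all probe sets above the median gave all of these pairs in K354, while in C418 the 24 h and 48 h groups paired and were joined by the 12 h group, and the 2 h and 6 h groups paired and were joined by the control. The gradual rise of PCL1, a clock gene, shows this order: its log2 changes were 1.22, 2.70, 3.68 and 5.55 (SE 0.18) at 2, 6, 12 and 24 h in C418 and 0.52, 2.48, 3.85 and 5.70 in K354. LOC_Os11g12650, a PHD-finger protein of the kind that reads chromatin marks, had log2 changes of 0.64 (SE 0.18), 2.49 and 6.76 at 12, 24 and 48 h in C418. The 24 h and 48 h groups of both lines then formed 1 branch at a distance of 0.733. The tree has no p-value, and time of cold and time of sampling cannot be separated in it.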

On the basis of hierarchical average linkage cluster analysis (Figure 2), a transcript-level time-dependent cold response could be clearly delineated into early response (phase I, 2–6 h), middle response (phase II, 12 h), and late response (phase III, 24–48 h) components. 

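OsWAK112d, a wall-associated receptor kinase, and LOC_Os11g12340, an RPM1-like disease resistance protein, set the lines apart at every hour: the intensity of OsWAK112d was 11.9 ± 2.23 (SD) in C418 and 2658 ± 467 in K354 at 48 h, and that of LOC_Os11g12340 8.50 ± 1.46 and 474 ± 81.0. In a tree of the 36 arrays over the called probe sets, all arrays of C418 lay in 1 branch and all of K354 in the other. In 11 of the 12 groups the 3 arrays formed a branch of their own, and the exception was replicate 3 of C418 at 6 h, which joined arrays of C418 at 2 h. In the tree of group means, the 24 h and 48 h groups of K354 joined those of C418 before they joined the other K354 groups, and in the tree of arrays over all probe sets above the median, 0 lines had their 18 arrays in 1 branch. The separation by line thus held for the arrays over the called probe sets alone. These include 910 that were called because the lines differed at 1 or more times, so part of this separation is built in.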

The samples from K354 and C418 formed separate and distinct clusters showing their genotype-specific responses to cold stress treatment. All 3184 DEGs could be classified into six major groups based on their transcription patterns (Figure 2 and Additional file 4 and Additional file 5). Two major DEG groups shared by both genotypes were either induced (cluster V) and repressed (cluster I) by cold. 

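Some large changes were of nearly the same size in both lines. The glucosyltransferase LOC_Os04g46970, an enzyme that attaches sugars to small molecules, rose by 7.11 on the log2 scale (SE 0.22) in C418 and 6.98 in K354 at 48 h, and the auxin-repressed protein LOC_Os03g22270 by 6.77 (SE 0.13) and 6.74. OsHsp24.1, a small heat shock protein of mitochondria, had log2 changes of -4.22 (SE 0.17) and -4.00 already at 2 h, and OsHsp16.0, another small heat shock protein, -3.70 (SE 0.15) and -3.06. The dienelactone hydrolase LOC_Os05g35470 had -3.53 (SE 0.15) and -3.82. Called at 1 or more times in each line, 1257 probe sets were induced and 300 repressed in both.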

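LOC_Os07g05640, a transporter, and LOC_Os11g08530, which carries a reverse transcriptase domain, were present in K354 at intensities of 1566 ± 27.5 (SD) and 2516 ± 105 under control conditions, against 8.67 ± 1.35 and 9.65 ± 2.01 in C418. In the other direction, the pentatricopeptide-like gene LOC_Os12g01210, annotated as the chloroplast RNA-processing factor HCF152, had 684 ± 48.7 in C418 and 14.5 ± 1.54 in K354, and the subtilisin-like protease LOC_Os04g02970 325 ± 60.2 and 13.3 ± 0.924. Under control conditions, 294 probe sets were higher and 200 lower in K354 without being called cold-responsive in either line. In all 6 comparisons of the lines, 215 of such probe sets were higher and 114 lower. A probe set without a call can still move: LOC_Os07g05640 fell by 1.91 on the log2 scale (SE 0.18) in K354 at 48 h, below the 5-fold threshold.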

Clusters II and III represented non-cold-responsive DEGs that were expressed at significantly different levels between C418 and K354 under normal growth conditions. 

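PRR95, a pseudo-response regulator of the clock, fell by 1.55 on the log2 scale (SE 0.19) at 2 h and rose by 1.89 at 48 h in C418, and fell by 1.70 and rose by 1.56 in K354. Its control was pooled from shoots of 2 times of day. LOC_Os09g11480, an AP2 factor related to the submergence gene SUB1, fell by 2.12 (SE 0.28) at 2 h and rose by 0.95 at 48 h in C418, and had -3.24 and 1.03 in K354. Its change at 48 h in C418 turned to -0.0390 and -0.51 with the arrays scaled to the hybridization and poly-A controls, and in K354 to -0.32 with the latter. Past the 5-fold threshold in both directions, 1 probe set of K354 was repressed at 2 or 6 h and induced at 24 or 48 h: LOC_Os03g18870, a DnaJ co-chaperone, with -2.86 at 2 h (adjusted p = 5.38e-07 from limma) and 2.60 at 48 h (adjusted p = 2.88e-07), named after its values were seen. At an adjusted p under 0.05 with no minimum fold, 84 DEGs in C418 and 134 in K354 were lower at 2 or 6 h and higher at 24 or 48 h, out of 865 and 921 that were lower early. The control RNAs added in labeling rose over the same hours, which shifts changes at 24 and 48 h downward where the arrays are scaled to them.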

Members of Cluster IV were initially down-regulated but later induced in both genotypes during cold stress. Interestingly, Cluster VI comprised a set of genes that were initially induced and later repressed in K354 during stress (Additional file 4 and Additional file 5). 

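OsDREB1E, a DREB1-type AP2 factor, was highest at 2 h in C418, with log2 changes of 5.03 (SE 0.32) at 2 h and 1.82 at 48 h, and kept changes of 2.09 and 1.62 in K354, so that it declined without falling below the control. The wound-induced proteins LOC_Os04g54240 and LOC_Os04g54230 rose in K354 by 4.58 (SE 0.24) and 4.08 (SE 0.22) at 6 h and by 2.71 and 3.02 at 48 h. At an adjusted p under 0.05 from limma with no minimum fold, 30 DEGs in K354 and 12 in C418 were higher at 2 or 6 h and lower at 24 or 48 h, out of 1037 and 1163 that were higher early.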

Genes in Clusters II, III, and VI may therefore be mainly responsible for the differential cold stress response between two genotypes, as discussed below.

**Figure 2:**
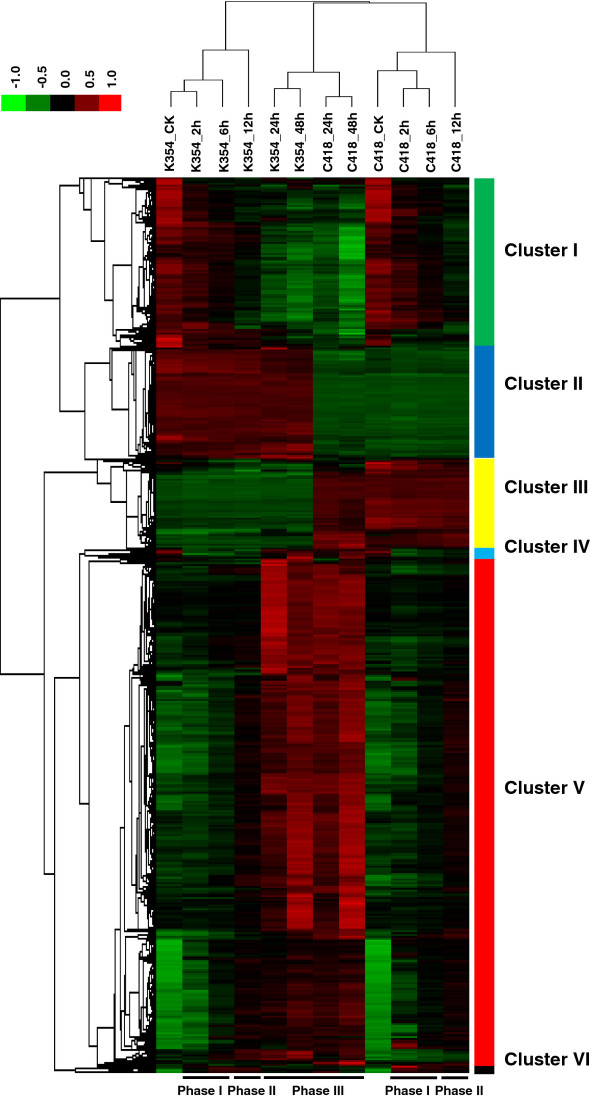
**Heat map of differentially expressed genes. **3184 DEGs (2562 cold-responsive DEGs and 710 genotypic-specific DEGs) identified in C418 and K354 under control and stress conditions were analyzed by hierarchical clustering. A heat map was constructed using the log-transformed and median-normalized expression values of the genes based on centered correlation distance and average linkage method. As a result, the 3184 genes were grouped into 6 clusters based on the genotypic-temporal pattern of gene expression. Relatively high expression values are shown in red.

Using the sample cluster results (Figure 2), 15 DEGs were randomly selected for qRT-PCR analysis to confirm the gene expression changes detected by microarray analysis. The high correlation (*R*^2^ = 0.75, *P* < 0.05) between microarray data and qRT-RCR expression values indicate that there was good agreement between both approaches (Additional file 6).

### Time-dependent K354 and C418 gene expression changes in response to cold stress

To assess the differential transcriptome alterations of K354 and C418 under cold stress, DEGs at different time points were compared by Venn diagram (Figure 3). Figure 3A represents the results of comparing induced or repressed genes in C418 under cold stress during phases I, II, and III. 

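LOC_Os09g28440, an AP2-domain transcription factor, rose at least 59.5-fold, 62.9-fold, 62.8-fold, 132-fold and 131-fold at 2, 6, 12, 24 and 48 h in C418, and the 4F5 family protein LOC_Os05g33700 had log2 changes of -3.74, -4.23, -4.28, -4.18 and -3.80 (SE 0.22) at the same times. With phase I taken as 2 or 6 h, phase II as 12 h and phase III as 24 or 48 h, 248 probe sets were induced and 44 repressed in all 3 phases in C418. If the phases were independent, 0.0628 and 0.00157 would be expected in all 3, a value that leaves out the control arrays shared by the phases. In 20 simulations of unchanged groups against shared controls, which leave out the effects of cold, the highest number in all 3 phases was 0 induced and 0 repressed. In simulated data, 0 of 57058 unchanged probe sets passed the 5-fold threshold, so these simulations cannot show how much the shared controls add. The 3 control arrays were too few to be divided, so part of the excess over independent phases may come from them.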

A total of 229 (14.8%) and 41 (7.1%) genes were continuously induced and repressed, respectively, in C418 during cold stress. Moreover, 32 (2.1%), 9 (0.6%), and 1095 (70.7%) genes were induced, and 15 (2.6%), 5 (0.9%), and 454 (78.1%) genes were repressed by cold in C418 specifically during phases I, II, and III, respectively. Similarly, a small proportion of genes were stably regulated by cold during phases I and II, but a larger number were exclusively regulated by cold during phase III in K354 (Figure 3B). These results indicate that in both genotypes most genes were regulated under later cold stress, implying that cold stress responsiveness increased with increasing treatment duration.

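OsWRKY62, a WRKY factor, had log2 changes of -0.66, 0.11 and 2.84 (SE 0.36) at 2, 12 and 48 h in C418, and OsEXP7, an expansin that loosens cell walls, lay below the 25th percentile at 2 and 12 h and rose at least 6.59-fold at 48 h. The repressed OsCIPK05, a kinase that relays calcium signals through CBL sensors, had -0.84, -2.21 and -3.38 (SE 0.17), and was called in phase III. In C418, 28, 11 and 1160 probe sets were induced in phase I, II or III alone, and 17, 6 and 499 were repressed. A probe set can pass the test in a phase without reaching the 5-fold threshold there, so that "alone" refers to the call. The small counts move with single arrays: 38 were repressed in phase I alone without C418 2 h replicate 3, 2 in phase II alone without C418 control replicate 3, and 7 were induced in phase II alone without C418 12 h replicate 2.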

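In K354, LTP110-A, a lipid transfer protein, had log2 changes of 0.37, 0.36, 4.55 and 1.79 (SE 0.72) at 2, 12, 24 and 48 h, and OsTUB6, a beta-tubulin, 0.08, 0.30, 3.05 and 1.76 (SE 0.46), both with their call at 24 h. The numbers in phase I, II or III alone were 3, 7 and 1226 for induced (LOC_Os01g46720, the aminotransferase LOC_Os01g09700 and LOC_Os12g34100 in phase I, named after their values were seen) and 15, 14 and 281 for repressed probe sets. Single arrays move some of these: 8, 7 and 6 were induced in phase I alone without K354 6 h replicates 1, 2 and 3, and 6 and 7 without K354 control replicates 2 and 3; 14 and 13 were induced in phase II alone without K354 12 h replicates 2 and 3; and 22 were repressed in phase II alone without K354 control replicate 1 and 9 without K354 48 h replicate 2. In all 3 phases, 179 were induced and 46 repressed, with 0.0379 and 0.000962 expected from independent phases and at most 0 and 0 in 20 simulations of unchanged groups against shared controls. The phases share the K354 control arrays, so part of the excess may come from them here too, by an amount that the simulations cannot show.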

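OsRPA70b, a subunit of the single-strand DNA binding protein of replication, had log2 changes of 0.48, 2.18 and 3.23 (SE 0.21) at 6, 24 and 48 h in C418 and 0.38, 2.14 and 2.99 in K354, and OsCesA5, a cellulose synthase, 1.29, 2.47 and 2.56 (SE 0.28) and 1.12, 2.55 and 2.35. In C418, 1596 probe sets were induced and 608 repressed in phase III, against 302 and 75 in phase I, and in K354 1618 and 372 against 189 and 80. With the arrays scaled to the poly-A controls, the induced probe sets in C418 numbered 188 at 2 h and 504 at 48 h, and the repressed 42 and 6751. From the counts of DEGs per phase, the paper notes that most genes were regulated under later cold stress, implying that responsiveness increased with the duration of the treatment.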

**Figure 3:**
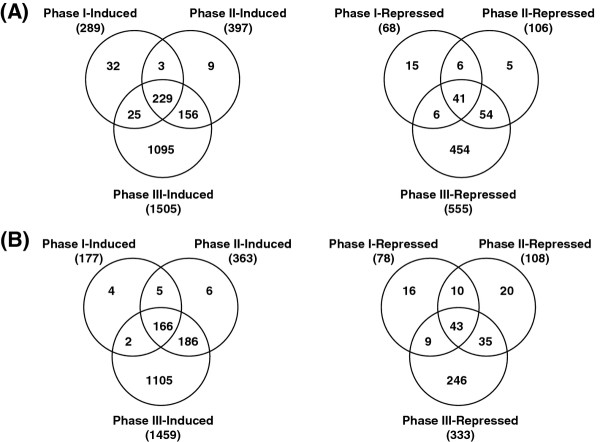
**Venn diagram of cold-regulated genes at different cold-responsive stages in C418 and K354. **(**A**) In C418 during phases I, II, and III; (**B**) In K354 during phases I, II, and III.

A total of 156 (78.8%), 303 (91.5%), and 1121 (61.4%) genes were commonly induced and 33 (40.0%), 56 (48.3%), and 248 (39.6%) were commonly repressed by cold in both genotypes during phases I, II, and III, respectively (Additional file 7). 

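OsDREB1A and OsDREB1B, AP2 factors that switch on cold-response genes, were called in both lines in each phase, with log2 changes at 6 h of 4.65 (SE 0.18) and 4.92 (SE 0.21) in C418 and 4.02 and 4.40 in K354. OsHsf-24, a class B heat stress factor, was repressed in each, with -2.96 (SE 0.16) and -2.64 at 12 h. Of 302 probe sets induced in C418 and 189 in K354 in phase I, 163 were shared, with 0.997 expected by chance. In phase II, 332 were shared of 427 and 406 (3.03 expected), and in phase III 1234 of 1596 and 1618 (45.1 expected). Among repressed probe sets, 33, 58 and 280 were shared in phases I, II and III, with 0.105, 0.209 and 3.95 expected. The lines have separate control arrays.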

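At 48 h, the calcium-dependent protein kinase gene OsCDPK21 rose by 4.39 on the log2 scale (SE 0.25) in C418 and at least 1.72-fold in K354, with an interaction of -2.97 (adjusted p = 1.62e-06 from limma) that rests on a K354 control near background. The interaction of OsAPx05, an ascorbate peroxidase that removes hydrogen peroxide, was 2.09 (adjusted p = 1.76e-10). Its control level was lower in K354 than in C418, so the interaction does not show a higher level in K354 at 48 h. The photosystem I subunit PSAG was repressed less in K354, with -0.87 (SE 0.13; interaction 1.02), and the 4 members of the light-harvesting list all had an interaction above 0 at 48 h (adjusted p = 0.00379 with the preset and adjusted p = 0.457 with an estimated correlation in camera). At 2, 6, 12, 24 and 48 h, the response was weaker or more negative in K354 for 709, 143, 639, 500 and 1567 probe sets, and stronger or more positive for 219, 81, 370, 393 and 2946. The control arrays and cold arrays of both lines enter each interaction, and the counts move with single arrays: at 2 h 462 were lower without C418 2 h replicate 3 and 126 higher without C418 2 h replicate 2, at 6 h 85 and 247 were lower without C418 6 h replicates 1 and 3 and 48 higher without C418 control replicate 1, at 12 h 1964 lower and 640 higher without K354 12 h replicate 1 and 219 higher without C418 control replicate 1, and at 24 h 773 lower and 1323 higher without K354 24 h replicate 2. Other arrays that move them are named in the closing section. At 48 h, 584 were lower and 4706 higher with the arrays scaled to the hybridization controls, 469 and 1736 with the poly-A controls, and 964 and 1405 with the groups compared alone. In the same order, lower and higher were 594 and 138, 303 and 99, and 903 and 668 at 2 h; 90 and 39, 30 and 59, and 130 and 106 at 6 h; 599 and 112, 144 and 145, and 791 and 563 at 12 h; 194 and 437, 122 and 385, and 391 and 278 at 24 h. More were lower than higher at 2 h in each of these, and more higher than lower at 48 h, but at 6, 12 and 24 h the larger side depended on the scaling.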

The large proportion of shared cold-regulated genes found in C418 and K354 suggests that the major genetic pathways associated with cold response are conserved in both genotypes, consistent with their mostly common genetic background, except for the introgressed genetic segments.

Furthermore, a set of 130 and 21 genes were identified as commonly induced and repressed genes, respectively, in both genotypes over the entire course of the cold treatment (Additional file 8). Among these, 28 TF genes from 9 families were induced, including 11 AP2-EREBP genes, 5 MYB genes, 3 WRKY genes, 3 ZIM genes, and 2 C2H2 genes. 

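LOC_Os03g19070, annotated as a long cell-linked locus protein, rose by 4.94 on the log2 scale (SE 0.20) at 2 h and 6.39 at 48 h in C418, and by 3.89 and 6.21 in K354. LOC_Os03g60570, a C2H2 zinc finger factor, rose by 5.07 (SE 0.26) and 5.95 in C418 and 2.78 and 5.72 in K354. In all 3 phases of both lines, 153 probe sets were induced and 24 repressed. Of the probe sets of Additional file 8, 128 of 130 listed as induced were among them, with a median log2 change at 2 h of 2.76 in C418 and 1.67 in K354. The study chose this list on the same arrays, so it is not independent evidence of a direction.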

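OsNAC4, a NAC factor of stress responses, rose by 4.13 (SE 0.16) on the log2 scale and NAC45 by 3.81 (SE 0.22) at 48 h in C418. Of 8 NAC factors, 6 were higher in C418 and 6 in K354 at 48 h (6 and 6 adjusted over the list alone), with a median log2 change of 1.48 in C418 that was 0.50 and 0.03 with the arrays scaled to the hybridization and poly-A controls, and of 1.08 in K354 that was 0.27 and -0.27 with them. Of 17 jasmonate ZIM-domain repressors, 11 were higher and 3 lower (OsJAZ1, OsTIFY2a and OsTIFY2b) in C418 at 48 h (11 and 3 adjusted over the list alone), and their median of 0.62 turned to -0.37 and -0.84 with these scalings. OsJAZ13 rose by 5.16 (SE 0.34) and OsJAZ11 by 4.02 (SE 0.20). The 6 WRKY factors with an entry in the list had a median of 2.54 in C418 and 2.40 in K354, against 1.55 and 1.59 with the hybridization and 1.08 and 1.05 with the poly-A scaling, and in C418 OsWRKY24, OsWRKY62, OsWRKY71, OsWRKY76 and WRKY9 were higher and OsWRKY51 was lower. OsWRKY71, a WRKY repressor of gibberellin signaling, rose by 2.24 (SE 0.10) and 2.06. In camera for C418, the NAC list had adjusted p = 0.00241 with the preset and adjusted p = 0.232 with an estimated correlation, the jasmonate list adjusted p = 0.00840 with the preset and adjusted p = 0.515 with an estimated correlation and the WRKY list adjusted p = 0.0167 with the preset and adjusted p = 0.477 with an estimated correlation.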

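OsDREB1F and OsDREB1G, AP2 factors that bind the cold-response element, rose at 6 h, OsDREB1F at least 5.96-fold in C418 and 4.87-fold in K354, and OsDREB1G by 5.09 (SE 0.27) and 2.88 on the log2 scale. ERF3, an ethylene response factor, rose by 2.76 (SE 0.13) and 2.97. Not all were alike in the lines: OsDREB1G was at 81.5 ± 9.62 (SD) in the C418 control and 366 ± 93.6 in the K354 control, and its change at 2 h was 4.56 in C418 and 1.20 in K354 (interaction -3.36, adjusted p = 4.14e-06 from limma). OsDREB1F was still near background at 2 h, at 23.5 ± 9.47 in C418 and 14.8 ± 3.30 in K354. Of 9 DREB and ERF factors, 4 were higher at 2 h in C418 (DREB1A, DREB1G, OsDREB1B.1 and OsDREB1E) and 5 in K354 (these and OsERF078; 4 and 5 adjusted over the list alone). In camera, the list had adjusted p = 3.45e-05 with the preset and adjusted p = 0.117 with an estimated correlation in C418, and adjusted p = 3.61e-04 with the preset and adjusted p = 0.117 with an estimated correlation in K354.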

AP2-EREBP TFs, including *DREB1A* (Os09g35030), *DREB1B* (Os09g35010), *DREB1C* (Os06g03670), *DREB1F* (Os01g73770), *DREB1G* (Os02g45450), *ERF3* (Os01g0797600), and 5 other AP2 domain-containing proteins, were found to be significantly up-regulated in both genotypes under cold stress. This suggests that the major cold-responsive genetic pathway shared by C418 and K354 is possibly a DREB1-related pathway. In addition, we detected an important subset of commonly induced genes related to signal transduction in both genotypes, including genes encoding five MAPKKKs, four calmodulin-related calcium sensor proteins, and one CAMK. 

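The calmodulin-like calcium sensors OsCML15, OsCML27 and OsCML31 rose at 2 h by 3.66 (SE 0.29), 2.73 (SE 0.12) and 3.01 (SE 0.25) on the log2 scale in C418 and by 2.98, 2.07 and 2.26 in K354, while OsCML10 was near background at 2 h, at 25.0 ± 1.84 (SD) and 26.3 ± 4.57, and rose at least 4.72-fold and 3.50-fold at 12 h. Of 26 calmodulins and calmodulin-like proteins, 11 were higher and 1 (CML5) lower at 2 h in C418 (11 and 1 adjusted over the list alone), against 8 and 3 (CAM3, CML13 and CML4) in K354, and 5 had a lower response in K354 by the interaction (CML14, CML16, CML18, CML20 and CML27; 7 adjusted over the list alone). In camera, this list had adjusted p = 5.96e-06 with the preset and adjusted p = 0.117 with an estimated correlation in C418, and adjusted p = 2.10e-05 with the preset and adjusted p = 0.117 with an estimated correlation for the interaction. The MAPKKK genes LOC_Os05g46760 and LOC_Os01g50420, at the head of a kinase cascade, rose by 6.60 (SE 0.29) and 5.62 (SE 0.28) at 48 h in C418 and by 6.35 and 4.93 in K354. The MAPKKK genes LOC_Os03g55560, LOC_Os01g50370 and LOC_Os01g50410 rose by 2.74 (SE 0.24), 4.84 (SE 0.24) and 4.80 (SE 0.29) in C418. The calcium/calmodulin-dependent kinase LOC_Os02g41580 rose by 5.09 (SE 0.15) and 4.56. Of 20 calcium-dependent protein kinases, 11 were higher and 3 lower in C418 at 48 h (OsCDPK17, OsCDPK8 and OsCDPK9; 11 and 3 adjusted over the list alone; adjusted p = 0.0120 with the preset and adjusted p = 0.518 with an estimated correlation), and their median of 0.74 turned to -0.25 and -0.72 with the arrays scaled to the hybridization and poly-A controls. OsCDPK6 rose at least 13.1-fold. Of 31 CBL sensors and their kinases, 15 were higher and 13 lower, and the list did not pass camera (adjusted p = 0.233).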

All these results indicate that conserved transcription regulation and signal transduction pathways are involved in cold stress response in both genotypes.

### Unique functional categories of genotype-specific DEGs in K354 and C418

To identify genotype-specific DEGs, we used the following criterion: any gene with more than 5-fold change found only in C418 or K354 at one or more cold-responsive stages was regarded as a C418 or K354 specifically-regulated gene set. 

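OsCDPK21 was called in C418 alone. For other probe sets called in 1 line alone, the other line often moved the same way below the 5-fold threshold: OsTPP2, a trehalose-6-phosphate phosphatase, rose by 2.53 (SE 0.11) on the log2 scale in C418 and 1.63 in K354 at 48 h, while CYP74A3, of the allene oxide synthase family, rose by 2.70 (SE 0.41) in C418 and lay below the 25th percentile in K354 in the control and at 48 h. In C418 alone, 381 probe sets were induced and 335 repressed, and in K354 alone 376 and 110. Without K354 24 h replicate 2, those induced in K354 alone numbered 599. Of the 381 induced in C418, 184 also passed the interaction at a time of their call, and in 333 the change in K354 passed the test in the same direction. Of the 376 induced in K354, 67 passed the interaction and 286 changed the same way in C418. Among those repressed in 1 line alone, 166 of C418 and 43 of K354 passed the interaction. The median largest log2 change of the probe sets induced in C418 alone was 2.59 in C418. At the time of their first call in C418, the median change in K354 was 1.84.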

After removing redundancies, 641 and 399 cold-responsive DEGs were specifically identified in C418 and K354, respectively (Table 2). GO analysis was performed using Zheng’s method [20] to functionally classify the genotype-specific DEGs regulated by cold and constitutive DEGs. 

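LOC_Os12g01210, annotated as the chloroplast RNA-processing factor HCF152, rose at least 2.74-fold at 48 h in K354, with a log2 change of -0.32 (SE 0.15) in C418 (interaction 2.75, adjusted p = 3.29e-10 from limma). LOC_Os07g07974, a tesmin/TSO1-like CXC protein, rose by 2.52 on the log2 scale (SE 0.11) in K354 and 1.66 in C418 at 12 h. OsSIK1, a receptor-like kinase, rose by 2.67 (SE 0.17) in K354 and lay below the 25th percentile in C418 in the control and at 48 h, so that its response there is not known. Of the 304 probe sets of Additional file 9, 265 were called induced in K354 here, 251 of them in K354 alone, and 53 passed the interaction. In 218 the change in C418 passed the test in the same direction, and the set was chosen by the study on these arrays.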

There were 304 genes determined to be exclusively induced by cold stress in K354 (Additional file 9); their dominant GO categories were metabolic, cellular, stimulus response, and cellular component organization processes. The 95 K354-specific genes (Additional file 10) repressed by cold stress were largely involved in oxidation reduction processes and oxidative stress responses.

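The cytochrome P450 genes LOC_Os07g33580 and LOC_Os03g25500 fell in K354 at 48 h, by log2 changes of -3.61 (SE 0.24) and -3.61 (SE 0.17). In C418, LOC_Os03g25500 had -1.61, and LOC_Os07g33580 lay below the 25th percentile in the control and at 48 h. Both started higher in K354. The peroxidase LOC_Os06g33100 fell at least 10.6-fold in K354 and at least 3.50-fold in C418, and its interaction did not pass the test (adjusted p = 0.243 from limma). Of 29 cytochrome P450s, 6 had a lower and 1 a higher response (CYP714C2) in K354 at 48 h by the interaction (8 and 1 adjusted over the list alone; adjusted p = 0.00201 with the preset and adjusted p = 0.251 with an estimated correlation in camera). Of 14 antioxidant enzymes, 11 were lower at 48 h in C418 and 9 in K354 (12 and 9 adjusted over the list alone; adjusted p = 0.0192 with the preset and adjusted p = 0.477 with an estimated correlation in C418, and adjusted p = 0.0966 with the preset and adjusted p = 0.620 with an estimated correlation in K354, which did not pass), with medians of -0.58 and -0.34, which were -1.57 and -1.14 with the arrays scaled to the hybridization and -2.04 and -1.68 to the poly-A controls. The catalase gene catA had -1.85 (SE 0.11) and -1.84, and the ascorbate peroxidase OsAPx05 -1.86 (SE 0.11) in C418, with 0.22 in K354, which turned to -0.59 and -1.12 with the arrays scaled to the hybridization and poly-A controls. The control level of OsAPx05 was lower in K354 than in C418. Of the 95 probe sets of Additional file 10, 92 were called repressed in K354, 85 in K354 alone, and 31 passed the interaction.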

**Table 2:** List of cold-responsive and non-cold-responsive DEGs

**Cold-responsive DEGs**	**Induced**	**Repressed**	**Subtotal**
Common	991	249	1240
C418-specific	351	290	641
K354-specific	304	95	399
Non-cold-responsive constitutive DEGs			
Up-regulated in K354	-	-	184
Down-regulated in K354	-	-	112

In C418, 351 and 290 genes were identified as specifically induced and repressed under cold stress, respectively (Additional file 11 and Additional file 12). 

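OsWRKY59 (LOC_Os01g51690), a WRKY factor, rose by 4.88 (SE 0.37) on the log2 scale at 24 h in C418 and by 3.56 in K354, and the lectin-like receptor kinase LOC_Os07g03920 had -3.60 (SE 0.18) in C418 at 48 h, while in K354 it was near background, at 27.7 ± 2.30 (SD) in the control and 14.9 ± 3.30 at 48 h. The subtilisin-like protease LOC_Os04g02970 fell by 2.88 (SE 0.29) in C418, and in K354 it lay below the 25th percentile in the control and at 48 h. Of the 351 induced and 290 repressed probe sets of Additional files 11 and 12, 330 and 287 were called in C418 here, 272 and 274 in C418 alone. The interaction passed for 154 and 147, and the change in K354 passed the test in the same direction for 291 and 264. Both sets were chosen by the study on these arrays.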

For the induced gene set, the most prevalent GO categories were oxidation-reduction (GO: 0055114), trehalose metabolic processes (GO: 0005991), and lipid transport (4 genes, GO: 0006869). 

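LOC_Os08g34580, a trehalose-6-phosphate synthase, rose by 4.06 (SE 0.32) on the log2 scale at 48 h in C418 and by 3.61 in K354. Of 9 trehalose-phosphate enzymes, OsTPP1 and OsTPP2 were higher and OsTPP9 lower in C418 at 48 h, and in K354 OsTPP1, OsTPP2, OsTPP4 and OsTPP7 were higher and OsTPP10 lower, with the same counts when adjusted over the list alone. The list did not pass camera in C418 (adjusted p = 0.252) or K354 (adjusted p = 0.182). LTP110-A, a lipid transfer protein, rose by 4.25 in C418, and its interaction at 48 h was -2.46 (adjusted p = 0.147 from limma). Of 5 lipid transfer proteins, LTP-2 and LTP110-A were higher in both lines, LTP, LTP2-B and OsLTPL1 were lower in C418 and LTP and OsLTPL1 in K354, and the list did not pass camera (adjusted p = 0.689 and 0.668).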

Genes repressed exclusively by cold were involved in transmembrane transport (GO: 0055085), protein folding (GO: 0006457), oligopeptide transport (GO: 0006857), and L-methionine salvaging from methylthioadenosine (GO: 019509). 

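Of 23 heat shock proteins, chaperones that assist protein folding, 7 were higher and 9 lower in C418 at 48 h (8 and 9 adjusted over the list alone), against 3 (HSP2, OsHsp17.8 and OsHsp21.9) and 11 in K354. OsHsp16.0 had log2 changes of -5.55 in C418 and -4.75 in K354 (SE 0.15; interaction 0.80), OsHsp24.1 -3.01 and -2.54 (SE 0.17), and OsHsp18.6 -1.83 and -2.01 (SE 0.21). The list did not pass camera at 48 h in C418 (adjusted p = 0.936) or K354 (adjusted p = 0.228). At 2 h in K354, 9 members were lower (10 adjusted over the list alone), with adjusted p = 0.00742 with the preset and adjusted p = 0.309 with an estimated correlation. In C418 at 2 h, 10 were lower and 2 higher (OsHsp21.9 and OsHsp26.2; 11 and 2 adjusted over the list alone), and the list did not pass (adjusted p = 0.0610 with the preset and adjusted p = 0.515 with an estimated correlation). Of 20 heat stress transcription factors, 7 were higher, such as OsHsf-03 with 5.07 (SE 0.17), and 10 lower. Among membrane transporters, 13 of 25 aquaporins, which conduct water, were lower and 4 higher in C418 at 48 h (OsPIP2;6, OsTIP2;2, OsTIP3;1 and OsTIP4;1; 13 and 4 adjusted over the list alone; camera adjusted p = 0.302), with OsTIP1;2 at -2.58 (SE 0.29) in C418 and -2.67 in K354.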

The opposite transcription pattern observed for genes related to oxidation regulation can be partly explained by genetic differences in CT between the two genotypes. It has been suggested that oxidation regulation is involved in cold response [21], but whether high levels of antioxidant enzyme activity under cold stress are positively related to CT is presently unknown.

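The probe sets listed as constitutive in K354 include genes of defense and the cell surface. LOC_Os11g37759, a homolog of the stripe rust resistance protein Yr10, had an intensity of 980.4 ± 31.3 (SD) in the K354 control and 36.3 ± 2.11 in the C418 control, and its log2 changes in the cold stayed between -0.55 and -0.13 (SE 0.09) in K354. All 184 probe sets of Additional file 13 were called higher in K354 in the control, 171 of them in all 6 comparisons of the lines, and 3 were called cold-responsive in C418 here: OsFAD7, the isomerase LOC_Os01g02080 and the transporter LOC_Os07g03960, named after their values were seen. In the study's table, 137 of them are marked as present in K354 and absent in C418. The set was chosen by the study on these arrays, and a probe that mismatches the C418 sequence would give the same values as a gene that is silent in C418.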

Among the constitutively highly expressed genes in K354 (Additional file 13), 184 genes were found to be non-responsive to cold stress, indicating an active role in CT in K354. All of these 184 genes were included in Cluster II (Figure 2). GO enrichment analysis indicated that these genes were functionally involved in endogenous stimulus (6.5%, *p* = 0.0006), protein modification (5.4%, *p* = 0.0013), signal transduction (5.4%, *p* = 0.0028), cell differentiation (2.2%, p = 0.0031), and amino acid and derivative metabolism (3.3%, *p* = 0.0035). Strikingly, ten genes with higher basal expression in K354 were related to PCD (GO: 0012501), and all of them were disease-resistance related genes with an NBS domain (Table 3). It has been reported that cell death pathways in plants can be activated not only by successful recognition of a pathogen during hypersensitive responses but also by a range of abiotic stresses [22]. In addition, PCD has been reported to be activated in tobacco cells in response to cold stress [23]. Furthermore, signal-induced plant PCD can be caused by reactive oxygen species generated by biotic and abiotic stresses, and can be perceived by the NBS domain [24]. In addition, in our study the rice omega-3 desaturase gene *OsFAD7* (Os03g18070) was 100 times more up-regulated in K354 than in C418 under control conditions. 

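LOC_Os11g39320, of the leucine zipper NBS-LRR class, was at least 10.7-fold higher in K354 than in C418 in the control, LOC_Os11g39190, an NB-ARC protein that senses pathogens, had a log2 difference of 5.18 (SE 0.13), and LOC_Os02g16270, a relative of the blight resistance gene Xa1, was at least 10.5-fold higher. The log2 differences were 4.75 (SE 0.09) for LOC_Os11g37759, 4.72 (SE 0.15) for LOC_Os11g12000, 4.23 (SE 0.15) for LOC_Os11g39310 and 3.98 (SE 0.25) for LOC_Os06g15730, while LOC_Os11g12340 was at least 80.1-fold higher, LOC_Os07g33730 3.59-fold and LOC_Os02g18070 5.32-fold. All 10 probe sets of Table 3, which the study picked on these arrays, were called at every time. In K354, 8 of the 10 were lower at 24 h than in the control, with -1.74 for LOC_Os02g16270, -1.40 for LOC_Os11g39320 and -1.57 for LOC_Os11g12340, and the median change at 48 h was -0.54. From these and other basal levels, the paper proposes that more active defensive proteins and membrane fluidity may take part in the tolerance of K354. Apart from the arrays, it reports better survival and less cell membrane injury in K354 than in C418. Survival or cell death was not measured on these arrays.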

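OsFAD7, which makes trienoic fatty acids in plastids, had an intensity of 501 ± 170.0 (SD) in the K354 control, 293 ± 92.4 at 2 h and 235 ± 103 at 48 h, and of 2.33 ± 0.153 in the control and 38.4 ± 21.6 at 48 h in C418. Since all C418 arrays from the control to 24 h lay below their 25th percentile, K354 was at least 17.2-fold higher in the control, 10.8-fold at 2 h and 11.8-fold at 6 h. In K354, OsFAD7 fell with the cold, with log2 changes of -1.24 (SE 0.48) at 12 h, -1.85 at 24 h and -1.15 at 48 h. In C418, its control values lie near background, and the rise at 48 h is at least 1.24-fold. The gene has 1 probe set on the array, so a mismatch of its probes with the C418 sequence cannot be told from a low transcript level.

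**Figure D1:**
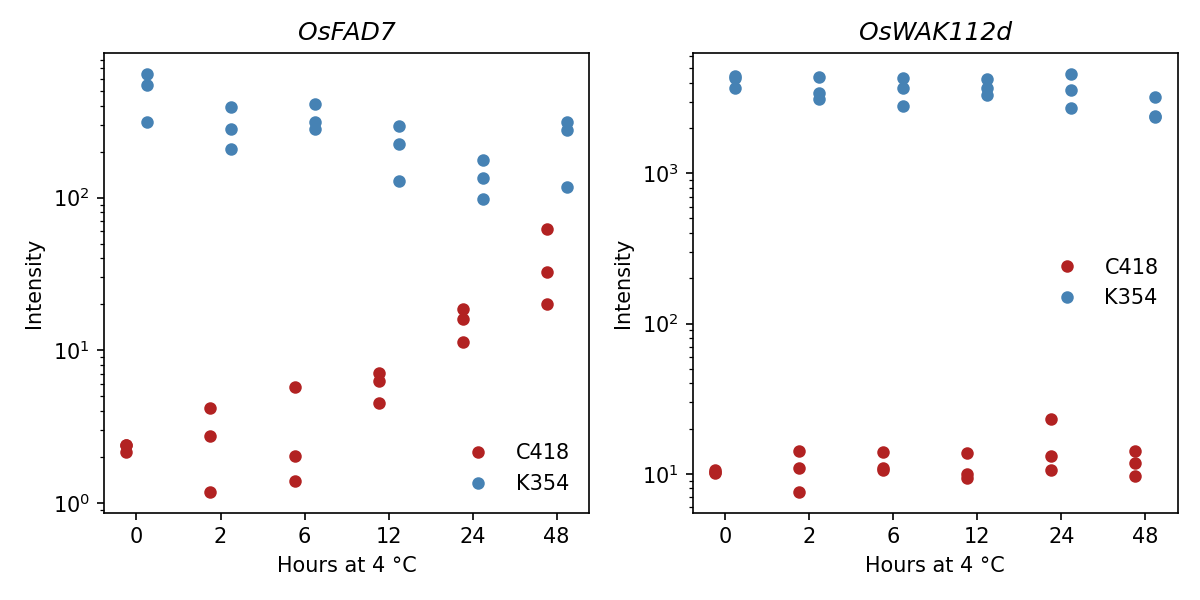
Intensity of OsFAD7 and OsWAK112d on each array against the hours at 4 °C in C418 and K354. Each point is 1 array, 3 per group; time 0 is the control at 25 °C; the intensity axis is logarithmic.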

Rice has only one trienoic acid, linolenic acid, which is produced from linoleic acid by omega-3 fatty acid desaturase [5]. Increased linolenic acid levels are essential for the maintenance of membrane fluidity and chloroplast function at low temperatures [4]. Transgenic tobacco plants over-expressing *AtFAD7* have been reported to exhibit chilling tolerance [25]. 

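OsWAK112d, a kinase that spans the plasma membrane and binds the cell wall, had an intensity of 4150.4 ± 392 (SD) in the K354 control and 10.3 ± 0.200 in the C418 control, at least 148-fold higher in K354. It was at least 137-fold, 127-fold, 133-fold, 128-fold and 94.4-fold higher at 2, 6, 12, 24 and 48 h. In K354, it fell by 0.65 on the log2 scale (SE 0.24) at 48 h, and the other changes in the cold did not pass the test in either line.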

We also observed that up-regulation of a cell wall-associated receptor kinase (OsWAK112d, Os10g10130) was 200 times greater in K354 than in C418 under control and cold stress conditions. Through an extracellular domain, wall-associated kinases physically link the plasma membrane to the cell wall matrix. They also have the potential to directly signal cellular events through their cytoplasmic kinase domain, which is one of the most likely candidates participating in cell wall-cytoplasm signaling in plant defense reactions [26]. All of these results suggest that the higher activity of defensive proteins and membrane fluidity under control conditions might be involved in CT in K354.

**Table 3:** Ten PCD and disease-resistance related non-cold-responsive genes with constitutively higher transcription levels in K354

**Gene ID**	**Annotation**	**Fold Change [K354] vs [C418]**					
		**Control**	**2 h**	**6 h**	**12 h**	**24 h**	**48 h**
LOC_Os11g37759	stripe rust resistance protein Yr10, putative, expressed	27.0	32.7	19.4	15.7	15.6	17.6
LOC_Os11g12340	disease resistance protein RPM1, putative, expressed	194.9	164.2	162.5	132.6	63.3	55.7
LOC_Os11g39320	LZ-NBS-LRR class, putative, expressed	19.2	19.3	11.0	9.9	9.2	8.0
LOC_Os06g15730	Disease resistance protein family protein.	15.9	14.0	11.6	11.2	10.9	16.6
LOC_Os11g39310	NB-ARC domain containing protein, expressed	18.8	19.9	13.4	12.6	10.5	15.2
LOC_Os11g39190	NB-ARC domain containing protein, putative, expressed	36.2	34.8	22.8	18.0	19.5	15.8
LOC_Os02g18070	NB-ARC domain containing protein, expressed	7.2	9.9	9.5	12.4	5.9	7.5
LOC_Os07g33730	NB-ARC domain containing protein, expressed	10.9	7.7	8.4	10.5	7.8	8.4
LOC_Os02g16270	xa1, putative, expressed	19.8	18.9	14.6	8.3	6.7	6.7
LOC_Os11g12000	NBS-LRR disease resistance protein, putative, expressed	26.3	19.5	20.0	20.6	24.3	39.0

### The DREB1 regulon plays an important role in cold stress response in both genotypes

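LOC_Os08g36920, an AP2 factor, rose by 7.37 (SE 0.34) on the log2 scale at 48 h in C418 and 6.83 in K354, and OsJAZ5, a ZIM-domain repressor of jasmonate signaling, by 3.46 (SE 0.32) and 2.08. Of the 196 probe sets of Additional file 14, 173 were called in C418, 158 in K354 and 141 in both, with 152 induced and 21 repressed in C418 and 145 and 13 in K354. The study chose them on these arrays.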

Of the 2384 known or annotated TF genes in the rice gnome [27], 196 (8.2%) were observed to be differentially regulated by cold in this study (Additional file 14). These TF genes include 26 AP2/EREBP, 21 bHLH, 7 HSF, 19 MYB, 12 NAC, and 17 WRKY genes. 

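At 2 h, 12 of 17 WRKY probe sets of the study's table had a weaker response in K354 by the interaction, as did 9 of 19 MYB, 9 of 26 AP2/EREBP, 3 of 7 C2H2 and, over all families, 44 of 196 probe sets; the families were not tested against each other. OsWRKY76 rose by 1.03 (SE 0.34) in C418 at 2 h, with -0.57 in K354, and the MYB factor LOC_Os05g35500 by 2.98 (SE 0.28), with 0.16. Called induced at 2 h were 12 AP2/EREBP, 8 MYB and 5 WRKY probe sets in C418 and 7, 3 and 0 in K354. Over all times, 16 WRKY, 11 NAC, 17 bHLH, 15 MYB and 22 AP2/EREBP probe sets were induced in C418, and 14, 9, 14, 15 and 18 in K354.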

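The NAC factor OsNAC3, called in both lines, rose by 3.31 (SE 0.12) on the log2 scale at 48 h, and by 3.43 in K354, while OsNAC5, a NAC factor of salt and cold responses, rose by 1.53 (SE 0.11) and 0.59, below the 5-fold threshold. The change of OsNAC5 in K354 turned to -0.22 and -0.76 with the arrays scaled to the hybridization and poly-A controls. Of 42 probe sets listed as C418-specific, 30 were called in C418 alone and 9 in both lines, and 17 passed the interaction at 1 or more times. Of 16 listed as K354-specific, 13 were called in K354 alone, and of 138 listed as common, 132 were called in both and 50 passed the interaction.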

A total of 16, 42, and 138 TF genes were identified as K354-specific, C418-specific, or commonly regulated by cold, respectively. 

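OsMyb4, an R2R3 MYB factor of cold and freezing responses, rose by 2.66 (SE 0.17) on the log2 scale at 2 h and 4.73 at 48 h in C418, and by 1.38 and 4.34 in K354; at 2 h the response of K354 was weaker (interaction -1.29, adjusted p = 0.00234 from limma). At 48 h, the MYB factor LOC_Os04g49450 rose by 6.42 (SE 0.19) in C418 and 6.37 in K354, the CXC-domain protein LOC_Os07g07974 by 2.41 (SE 0.11) and 3.46, LOC_Os09g33550 at least 3.82-fold and 2.86-fold, LOC_Os11g08210 by 2.94 (SE 0.44) and 3.28, and ERF3 by 2.81 and 3.24. At 2 h, LOC_Os09g33550 lay below the 25th percentile in both lines, as in the controls, and LOC_Os11g08210 had log2 changes of 0.26 in C418 and -0.82 in K354, neither past the test.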

Interestingly, five commonly regulated TFs (Os01g58420, Os04g49450, Os07g07974, Os09g33550, and Os11g08210 in Additional file 14) in both genotypes were previously reported to be regulated by cold-induced expression of *OsMyb4*[11], suggesting that a DREB/CBF-independent *OsMyb4* cold-regulated pathway exists in C418 and K354.

The OsDREB1 regulon has been shown to play an important role in conferring cold stress response in rice [28]. OsDREB1s belong to a sub-family of AP2/EREBP proteins unique to plants and sharing a highly conserved AP2 domain. To identify commonly cold-induced genes within the OsDREB1 regulon, we examined cis-regulatory elements in the 1-kb upstream regions of 991 commonly induced genes in both genotypes using the DRE core motif A/GCCGAC [29]. Of these genes, 298 (30.1%) contained at least one DRE core motif in the 1-kb upstream region (Additional file 15). 

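Among the probe sets of the study's OsDREB1 regulon, 55 were induced at 2 h in C418 and 9 in K354, when OsDREB1A already rose by 4.43 (SE 0.18) and 3.57 on the log2 scale and OsDREB1B by 4.70 (SE 0.21) and 3.99. The median change of the 298 probe sets was 0.65, 1.21, 1.78, 2.68 and 3.48 at 2, 6, 12, 24 and 48 h in C418, and 0.24, 0.96, 1.84, 2.54 and 3.29 in K354. OsDREB1A and OsDREB1B changed by 4.29, 4.41 and 4.23 and 4.96, 4.97 and 4.81 at 12, 24 and 48 h in C418, so that they were near their final level at 2 h while the regulon went on rising. By the interaction at 2 h, 66 had a weaker response in K354. Of the 298, 292 were induced in both lines here; they were chosen by the study on these arrays among genes with the binding motif, and the motif itself was not searched here because no genome sequence was at hand.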

As shown in Figure 4A, expression patterns of the OsDREB1 regulon (298 genes in Additional file 15) were roughly consistent with that of three OsDREB1 genes (*OsDREB1A*, *OsDREB1B*, and *OsDREB1C*). Of these 298 genes, 108 had been previously shown to be co-expressed with *OsDREB1* in other rice microarray experiments using a positive correlation coefficient of 0.9 as the cutoff on the TIGR website [30] (Additional file 15). 

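OsDREB1C rose by 4.99 on the log2 scale (SE 0.29) at 2 h in C418 and by 2.51 in K354, an interaction of -2.48 (adjusted p = 4.69e-04 from limma), and by 5.89 and 5.21 at 6 h, where the interaction of -0.68 did not pass (adjusted p = 0.820). For OsDREB1A and OsDREB1B the interaction at 2 h was -0.85 (adjusted p = 0.114) and -0.71 (adjusted p = 0.384), and neither passed. OsDREB1C had an intensity of 37.6 ± 3.23 (SD) in the C418 and 53.9 ± 17.4 in the K354 control, and of 1244 ± 420.1 and 328 ± 159.7 at 2 h. A lower early response in K354 was not particular to OsDREB1C: the interaction at 2 h of LOC_Os08g36920, another AP2 factor, was -3.02 (adjusted p = 2.67e-04).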

*OsDREB1A* and *OsDREB1B* were induced by cold with a similar expression pattern but *OsDREB1C* was expressed differentially during phase I (2–6 h) between the two genotypes (Figure 4). Interestingly, analysis of gene expression profiles revealed the existence of an OsDREB1C-specific regulon, which included 22 genes exclusively regulated by *OsDREB1C*, (Figure 4B and Table 4) accounting for the main difference in the OsDREB1 regulon between two genotypes. These results indicate that the DREB1 regulon plays an important role in cold stress response in both genotypes, even though there are a few genes, such as the OsDREB1C regulon, whose regulation is unique to genotype-specific pathways.

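LOC_Os08g34580, a trehalose-6-phosphate synthase, rose by 3.25 (SE 0.32) on the log2 scale at 2 h in C418, with -0.35 in K354 (interaction -3.60, adjusted p = 2.09e-05 from limma). The AP2 factor LOC_Os07g47790 rose at least 5.60-fold in C418 and lay below the 25th percentile in K354 in the control and at 2 h (interaction -2.99, adjusted p = 1.00e-06), and the receptor-like kinase LOC_Os05g03620 by 2.66 (SE 0.22), with 0.13 in K354. The ubiquitin ligase LOC_Os05g39930, related to spotted leaf 11, rose by 2.96 (SE 0.21) and 1.10. The calcium sensor OsCML15 and LOC_Os01g52730 differed less, with interactions of -0.68 (adjusted p = 0.704) and -0.62 (adjusted p = 0.461). Over the 22 probe sets of Table 4, the median change at 2 h was 3.05 in C418, where 21 were called, and 1.21 in K354, where OsCML15 and LOC_Os01g52730 were called. The median interaction was -1.77, and 15 of them passed at 2 h. At 6 h the medians were 2.32 and 2.05, and at 48 h 3.27 and 3.16. The study picked these genes on these arrays for their profile, so a difference at 2 h is part of their choice. From expression profiles, the paper describes these genes as exclusively regulated by OsDREB1C and accounting for the main difference between the lines in the regulon. The paper drew them from commonly induced genes with a DRE core motif upstream. For most of them it also lists co-expression with OsDREB1C in other microarray experiments. Which factor binds them was not measured on these arrays.

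**Figure D2:**
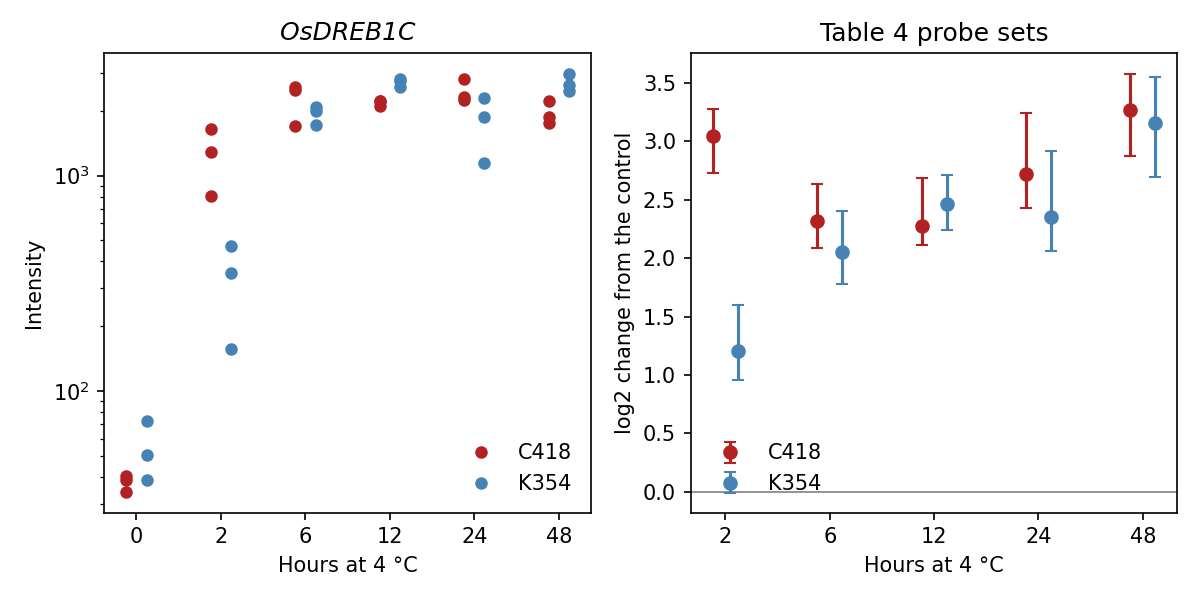
Left: intensity of OsDREB1C on each array against the hours at 4 °C, 3 arrays per group, on a logarithmic axis, with the control at time 0. Right: median log2 change of the Table 4 probe sets in C418 and K354; bars span the 25th to 75th percentile of the probe sets.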

**Figure 4:**
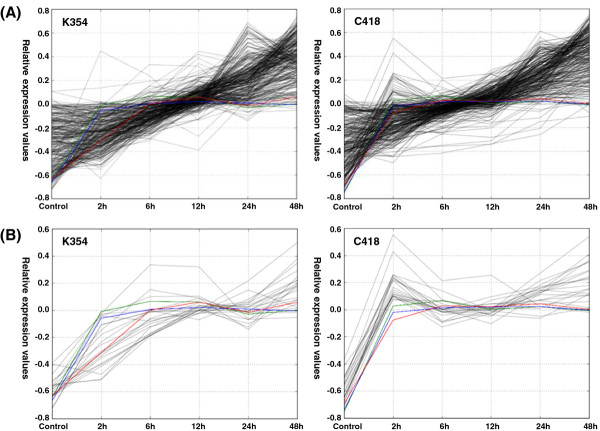
**Expression patterns of *OsDREB1 *and OsDREB1 regulon cold-responsive DEGs in K354 and C418. **Gene expression values during control conditions to 48 h after cold stress were log-transformed and median-normalized. (**A**) OsDREB1 regulon; (**B**) OsDREB1C-specific regulon. Black, green, blue and red lines indicate the OsDREB1 regulon, *OsDREB1A*, *OsDREB1B*, and *OsDREB1C*, respectively.

**Table 4:** List of 22 genes of the OsDREB1C-specific regulon of commonly cold-induced DEGs between C418 and K354

**Gene ID**	**Annotation**	**Fold change [K354] vs [C418]**^**a**^			**Fold change [K354 stress] vs [K354 control]**		**Fold change [C418 stress] vs [C418 control]**		**Co-expressed with OsDREB1C (r > 0.9) in other microarray experiments available at TIGR website**^**b**^
		**Control**	**2 h**	**6 h**	**2 h**	**6 h**	**2 h**	**6 h**	
LOC_Os06g03670	OsDREB1C				6.08	35.80	33.09	60.14	
**OsDREB1 regulon**									
LOC_Os04g33820	OsFBX132 - F-box domain containing protein, expressed								GSE6901,GSE18361,E-MEXP-2267,E-MEXP-1766
LOC_Os01g17050	VQ domain containing protein, putative, expressed					5.46	8.04	5.32	GSE11025,GSE18361
LOC_Os01g48190	drought induced 19 protein, putative, expressed					6.53	8.53		
LOC_Os01g51670	expressed protein						13.96	7.19	GSE11025,GSE18361
LOC_Os01g52730	DUF584 domain containing protein, putative, expressed				6.27	8.36	9.59	7.32	GSE18361
LOC_Os01g56890	expressed protein						5.50		
LOC_Os01g58130	expressed protein						7.89		GSE18361
LOC_Os01g58140	expressed protein						9.10	6.98	GSE18361
LOC_Os01g64470	harpin-induced protein 1 domain containing protein, expressed					5.27	8.31	6.40	GSE11025,GSE18361,GSE17245
LOC_Os02g52210	zinc finger, C3HC4 type domain containing protein, expressed						5.95		
LOC_Os04g58890	expressed protein						8.68		GSE11025,GSE18361
LOC_Os05g03620	TKL_IRAK_CR4L.4 - The CR4L subfamily has homology with Crinkly4, expressed	0.19					6.76		GSE18361
LOC_Os05g31620	OsCML15 - Calmodulin-related calcium sensor protein, expressed				6.92	9.40	11.39	7.48	GSE18361,E-MEXP-1766
LOC_Os05g35500	MYB family transcription factor, putative, expressed	0.12					8.14		
LOC_Os05g39930	spotted leaf 11, putative, expressed						7.82	5.07	GSE11025,GSE18361
LOC_Os05g47960	expressed protein	0.18					15.73	5.76	GSE11025,GSE18361
LOC_Os06g13760	glycosyl transferase 8 domain containing protein, putative, expressed						5.47	5.44	
LOC_Os07g47790	AP2 domain containing protein, expressed	0.12					13.54	5.87	GSE18361
LOC_Os08g19670	expressed protein	0.20					7.90		GSE18361
LOC_Os08g31090	expressed protein						5.76		GSE11025,GSE18361
LOC_Os08g34580	trehalose-6-phosphate synthase, putative, expressed	0.09					11.36		E-MEXP-2267,E-MEXP-1766
LOC_Os09g37080	expressed protein	0.20				5.93	11.85	6.33	GSE11025,GSE18361,GSE6893,GSE17245

a. DEGs identified by using the empirical criterion of more than 5-fold change and cut-off p < 0.05 in SAM based on three independent biological replicates.

b. Experiment ID of other rice microarray experiments at TIGR website [30].

### Co-localization of cold-responsive DEGs and introgressed chromosome segments in K354

Based on the genotyping results, there were 17 introgressed chromosome segments in K354 that differed from C418 (Additional file 16). A number of quantitative trait loci (QTLs) related to CT have been mapped by different research groups [31-42], among them, 31 QTLs that were co-localized onto the 15 introgressed chromosome regions in K354. We correspondingly mapped 148 DEGs onto these introgressed regions (Additional file 17).

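Genes called between the lines in the control lay close together in part of the segments. Near RM224-RM206 on chromosome 11, which holds several NBS-LRR genes, 32 of 527 placed genes were called, 25 higher and 7 lower in K354. At RM145-RM262 on chromosome 2 it was 22 of 577. Of 209 called genes with a place on a chromosome, 126 (60.3%) lay inside the locus ranges of Additional file 17, against 3754 of 17736 placed genes (21.2%), an odds ratio of 5.82 (Fisher's exact test, p = 5.98e-35). The ranges run from the first to the last DEG that the study placed at a marker, so the test is partly circular. Some ranges are wide and need not match the donor segments. That of RM3483-RM101 holds 846 of the 902 placed genes of chromosome 12. The marker genotypes of K354 were not analysed here.

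**Figure D3:**
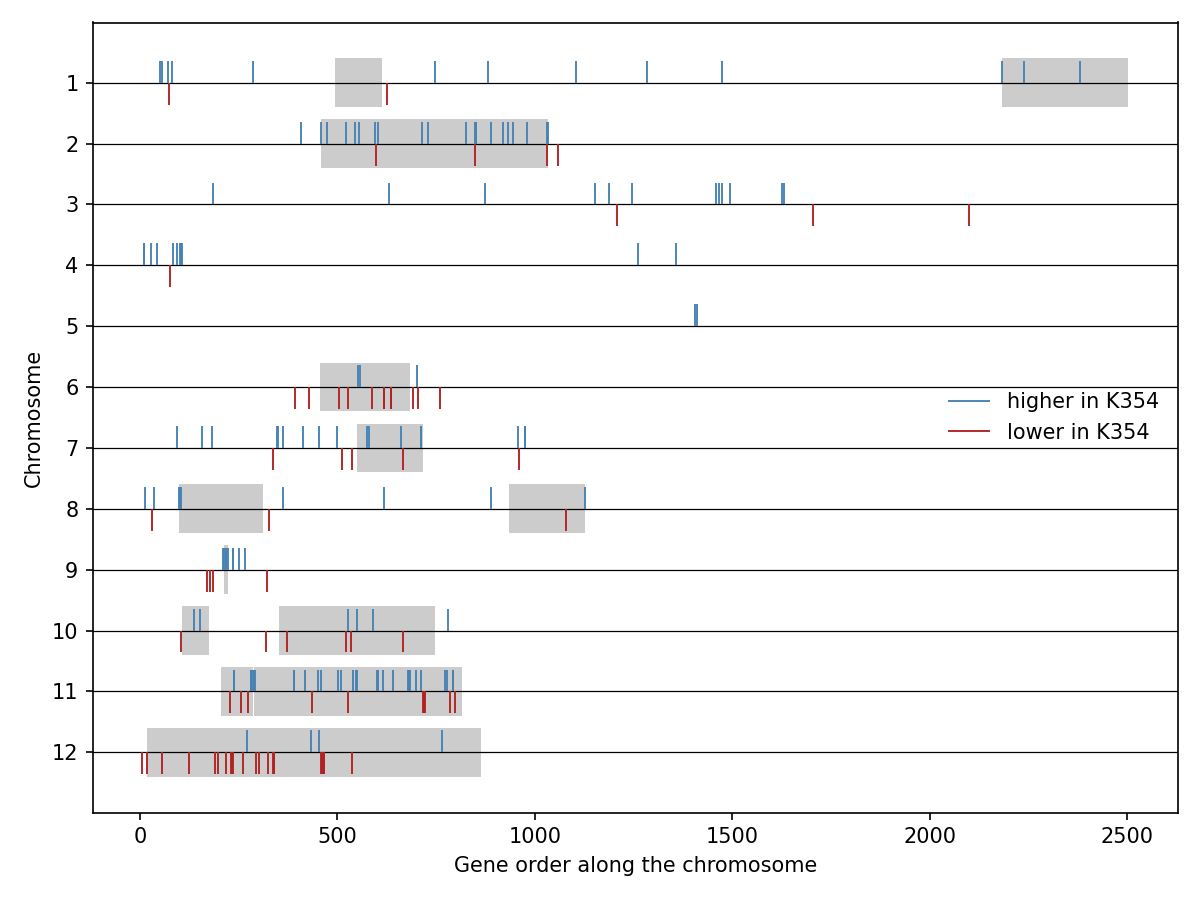
Position, in gene order along each chromosome, of the genes called between K354 and C418 in the control: higher in K354 (above the line) and lower (below the line). Gray bars are the locus ranges of Additional file 17.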

There were 32 DEGs co-mapped onto an introgressed region of chromosome 12 where two major CT QTLs were previously identified [31,42] (Additional file 17). Among these DEGs, two genes encoding the transcriptional regulator Sir2 protein (Os12g07950) and protein phosphatase 2C were highly enriched in K354. 

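On chromosome 12, genes that differed were mostly lower in the introgression line. The ascorbate peroxidase gene OsAPx05 of this chromosome had an intensity of 44.2 ± 3.59 (SD) in K354 and 258 ± 9.40 in C418 in the control. This was a log2 difference of -2.55 (SE 0.11). LOC_Os12g16524, a glutaredoxin of the same chromosome, had 16.8 ± 8.53 and 1251 ± 50.8. In the range of RM3483-RM101, 26 of 846 placed genes were called in the control, 4 higher in K354 (LOC_Os12g26290, an alpha-dioxygenase that oxidizes fatty acids, LOC4351732, LOC4352116 and LOC107276775, named after their values were seen) and 22 lower. This range takes in most of the 902 placed genes of chromosome 12, of which 27 were called. The tally thus describes the chromosome more than a donor segment. It covers only genes with a place on the assembly used here, and Sir2, higher in K354, has none and is not in it. Whether the donor lacks these genes or carries them with another sequence was not measured.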

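Sir2 (LOC_Os12g07950), a deacetylase of the sirtuin family that acts on chromatin, had an intensity of 239 ± 26.9 (SD) in the K354 control and 2.17 ± 0.205 in the C418 control, where it lay below the 25th percentile, so that it was at least 8.52-fold higher in K354. It was not called cold-responsive, with a log2 change at 48 h of -0.22 (SE 0.33) in K354 that did not pass the test, and stayed below the 25th percentile in C418. The protein phosphatase 2C gene of this segment could not be matched by its locus number to a probe set with the tables at hand and was not analysed here.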

According to GO analysis, Sir2 is related to epigenetic function (GO: 0040029), and the protein phosphatase 2C is involved in stress signaling [43]. These two genes are candidates for the CT QTL. In addition, most of the DEGs co-localized on the introgressed segment of chromosome 2 were found to be functionally associated with stress response. These genes include genes encoding cytochrome P450s, terpene synthase, NB-ARC domain containing protein, histone deacetylase, and TF *OsWRKY42*. 

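OsWRKY42, a WRKY factor, had an intensity of 52.8 ± 5.33 (SD) in K354 and 15.3 ± 1.93 in C418 in the control, at least 1.88-fold higher in K354. At 2 h of cold it rose at least 2.13-fold in C418, with a log2 change of -0.27 (SE 0.29) in K354, and at 48 h at least 1.80-fold, with 2.64 in K354. On chromosome 2, LOC_Os02g11110, a flavonol glucosyltransferase, was at least 13.7-fold higher in K354, and at RM145-RM262 20 genes were called higher and 3 lower, 1 gene among both because its probe sets went opposite ways (LOC_Os02g30470). The lower ones include OsDTC1, and the higher ones the cytochrome P450 genes LOC_Os02g36110 and CYP71Z7 (LOC_Os02g36190) that lie next to it in a cluster of phytoalexin synthesis, the histone deacetylase LOC_Os02g12380 and LOC_Os02g16270, named after their values were seen.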

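In the comparisons under cold, OsFAD7 remained higher in K354, at least 7.22-fold at 12 h and 4.78-fold at 24 h, with a log2 difference of 2.65 (SE 0.48) at 48 h. OsFAD7 is the gene that the study lists near RM251, so the range there holds this gene alone and says nothing about its neighbors.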

Importantly, there was only one candidate gene, *OsFAD7*, found in the introgressed region near RM251 on chromosome 3 (Additional file 17). *OsFAD7* has been reported to be highly induced by extreme temperature, and is involved in membrane stability [44], indicating it plays a crucial role in maintaining cell membrane fluidity in K354 under cold stress. DEGs on the introgressed regions of RM262 on chromosome 2, RM432 on chromosome 7, and RM38 on chromosome 8 were largely related to signal transduction cascades. These genes included genes encoding terpene synthase (Os02g36140, Os08g07100), protein phosphatase 2C (Os07g32380), and receptor-like kinase OsSIK1 (Os08g02996), which are known to be strongly associated with abiotic stress response [43,45,46]. 

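OsSIK1, a receptor-like kinase of drought and salt tolerance, had an intensity of 105 ± 11.6 (SD) in the K354 control and 8.19 ± 1.41 in the C418 control, at least 3.74-fold higher in K354, and rose by 2.24 (SE 0.17) on the log2 scale at 24 h in K354, while in C418 it stayed below the 25th percentile. The terpene synthase LOC_Os08g07100 rose by 3.35 (SE 1.13) at 24 h in K354 and had -0.28 at 48 h, and its difference between the lines in the control, where C418 lay below the 25th percentile, did not pass the test (adjusted p = 0.248 from limma). The tables at hand tie no probe set to the locus numbers of the terpene synthase LOC_Os02g36140 and the phosphatase LOC_Os07g32380. A diterpene synthase in the range of RM145-RM262, OsDTC1, and a 2C phosphatase in that of RM432, OsPP2C62, were lower in K354, the latter at least 47.6-fold; whether they are these loci was not established here. At RM38 on chromosome 8, 3 of 213 placed genes were called in the control, OsSIK1, the lectin-like receptor kinase LOC_Os08g03020 and LOC_Os08g02904, named after their values were seen.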

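LOC_Os11g39310, an NB-ARC protein, was at 513 ± 5.56 (SD) in the K354 control and 27.3 ± 1.27 in the C418 control, its neighbor LOC_Os11g39320 at 299 ± 1.96 and 15.6 ± 2.92, and LOC_Os11g39190 at 1755 ± 54.1 and 48.5 ± 6.21. These resistance-gene families vary in sequence between japonica and indica rice, to which probe binding is sensitive. On all of chromosome 11, 40 of 838 placed genes were called (4.77%), against 2 of 1492 on chromosome 5 (LOC_Os05g50330 and LOC_Os05g50434, named after their values were seen).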

Strikingly, a gene cluster containing four PCD-related genes were co-localized on the introgressed region of chromosome 11 (Additional file 17), indicating their distinct role in CT of K354. These DEGs may serve as functional candidate genes for the identification of a QTL for CT. By combining further functional identification and QTL fine mapping, the co-localized DEGs detected in this microarray analysis may provide the basis for gene cloning and elucidation of the molecular mechanisms responsible for CT in rice.

One objective of this study was an attribution of the differences between C418 and K354 transcriptomes to differences in CT between the two genotypes. These differences, whether at the transcription or phenotypic level, can only be caused by introgressed fragments from Bg300, an *indica* variety. Although *japonica* varieties are generally known to be more tolerant to cold stress than *indica* varieties, we have shown in this study that some CT alleles are “hidden” in the *indica* background. This means that the CT effect of the alleles may not be favorable in *indica*, but when introgressed into a different background (i.e., *japonica*), the allele may manifest a different pattern. Because the genomes of C418 and K354 are almost identical, any transcriptomic differences between the two genotypes must be due to the presence of fragments introgressed from Bg300, whether caused by direct allelic replacement or genome-wide transcriptome reconfiguration as a result of the replacement. 

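Calls between the lines were spread unevenly: each chromosome held some, and the share of placed genes called in the control ran from 0.134% on chromosome 5 to 4.77% on chromosome 11, followed by chromosome 12 with 27 of 902 (2.99%) and chromosome 7 with 22 of 1362 (1.62%). Chromosome 2 held 24 of 2106 (1.14%). Among 1660 windows of 100 consecutive genes, 31 held more than 7 called genes, the number that the highest window held at most in 95% of 10000 random placements. They formed 5 stretches, on chromosomes 4, 9, 11 and 12, with 2 of them on chromosome 11, described after their positions were seen. The stretch on chromosome 9 holds OsTPP7, a trehalose-6-phosphate phosphatase, and OsASMT1, a melatonin-forming methyltransferase. Positions come from the gene order of the RefSeq annotation of the Nipponbare assembly ASM3414082v1, not from the genome of K354.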

Comparison of C418 and K354 transcriptomes can therefore reduce background noise from Bg300. Although we did not do so in this study, the question of which process, i.e., direct allelic replacement or genome-wide transcriptome reconfiguration, is responsible for transcriptome changes between C418 and K354 could be resolved by adding Bg300 to the transcriptome comparison.

Many K354-specific expressed genes that were not mapped onto or near introgressed regions may also play a vital role in CT, possibly through regulation by co-localized DEGs. 

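On chromosome 4, outside the ranges of Additional file 17, 9 of 110 consecutive genes were called in the control, 8 higher and 1 (LOC4335019) lower in K354. They include the aldo/keto reductase LOC_Os04g08550, an enzyme that detoxifies carbonyls, with a log2 difference of 3.75, and the O-methyltransferases LOC_Os04g09604 and LOC_Os04g09654, which modify phenolic compounds, with 4.65 and 3.68. This stretch was found by the scan and its genes were named after their values were seen. Inside the ranges lay 126 called genes, and 83 lay outside them. Of the probe sets induced in K354 alone, 67 passed the interaction.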

By this we mean that a large number of genes involved in a signaling pathway related to a certain trait may be activated by expression of upstream genes. Due to the low resolution of the limited SSR markers, we can only roughly estimate the length of the introduced fragments. It is worth noting, however, that whole genomic re-sequencing for K354 and C418 is underway. We believe the re-sequencing results will provide more detailed and precise information regarding the introgressed chromosomal segments. Fine-mapping of these segments is necessary to more precisely identify the functional candidate genes.

## Conclusions

Using expression profiling with an Affymetrix rice genome array, we found that at the seedling stage the CT IL K354 and its recurrent parent C418 exhibited a diverse whole genome-wide transcriptional response under both control and cold stress conditions. We detected 3184 genes that were differentially regulated under cold stress, accounting for approximately 6% of total genes on the rice microarray chip. A large proportion of genes, including DREB1 and OsMyb4 regulons, were determined to be commonly regulated by cold in both genotypes. Expression of cold-responsive genes specific to the cold-tolerant genotype K354 may be affected by introgressed chromosome segments, and these genes may contribute to the increased CT of K354. Among genes co-localizing with introgressed chromosomal segments from the *indica* donor parent were genes involved in PCD, which were constitutive but had higher absolute expression levels in the IL than in the *japonica* recurrent parent, and some differentially induced genes likely to be involved in the regulation of membrane biogenesis. Our results represent a preliminary elucidation of genotype-dependent CT enhancement mechanisms, and may contribute to the improvement of CT in *japonica* rice using *indica* germplasm. Functional validation of CT related genes identified in this study, however, is still required to provide more useful information for CT improvement in *japonica* rice molecular breeding.

## Methods

### Plant materials and cold treatment

A *japonica* restorer line, C418, which is the male parent of many elite *japonica* commercial hybrid cultivars widely grown in northern China, and the CT IL K354, a BC_2_F_6_ IL derived from a cross between recurrent parent C418 and Bg300 (an *indica* variety from Sri Lanka), were used in this study. After an extensive study using 100 simple sequence repeat (SSR) markers that were polymorphic between C418 and Bg300, selected from 600 SSR markers across the rice genome [47], K354 was found to differ from C418 at 17 genomic segments derived from Bg300 (Additional file 16).

Sterilized seeds of C418 and K354 were allowed to germinate in distilled water for 2 d. Well-germinated seeds were sown in soil-filled plates with holes at the bottom. C418 and K354 were planted at the same spacing in the same plates. The plates were placed in a 65 cm × 44 cm × 14 cm plastic case with nutrient solution, following the IRRI standard protocol [48], and transferred to a growth chamber (Beijing ZNYT, China). Both cold stress and control treatments were carried out with 24 replicates for each line. Approximately 15 vigorous seedlings from each replicate were allowed to grow until the three-leaf stage in the growth chamber. Growing conditions were a constant 25°C day/night temperature, 12 h photoperiod, and 75–80% relative humidity.

At the three-leaf stage, seedlings were transferred to a 4°C chamber. The time point at which seedlings were placed in the 4°C chamber was defined as 0 h. Whole shoot samples were collected at 2, 6, 12, 24, and 48 h and frozen immediately in liquid nitrogen. Control seedlings were not exposed to cold stress, but were instead maintained at a constant temperature of 25°C; whole shoot samples were taken from the controls at 2 h and 24 h. Collections at the two time points were pooled together as a control. Three biological replicates (each from a separate plastic pot) were prepared for microarray analysis. After collection, samples were kept in a −80°C freezer for later total RNA extraction. To detect phenotypic changes in the stressed seedlings, seedlings were moved to control conditions after 48 h of stress. After 24 h recovery, a photograph of each seedling was taken to serve as a phenotypic record.

### Physiological traits of the two genotypes under cold stress

Membrane stability was measured using a previously published procedure [49], with minor modifications for rice leaf tissue. Three replicates of 0.5 g fresh leaves were sampled from control and cold-treated seedlings. After being cut into 1-cm pieces, the 0.5 g leaf samples were immersed in 20 mL distilled water in a test tube for 1 h with the aid of a vacuum pump. After standing for 2 h at 25°C, water conductivity was measured. Leaf discs were then killed in the same solution by autoclaving, and total conductivity was measured at room temperature. Percent injury arising from each treatment was calculated from conductivity data using the equation:% injury = [(% L(t) -% L(c))/(100-% L(c))] × 100), where% L(t) and% L(c) are percent conductivity for treated and control samples, respectively. Antioxidant enzyme activity, including that of SOD and CAT, were determined following previously reported methods [50]. Soluble protein concentrations were measured according to the protocol of Bradford [51].

### RNA extraction and processing for microarray analysis

RNA was prepared following the recommendations in the Affymetrix GeneChip Expression Analysis technical manual. Briefly, total RNA was isolated from samples frozen in liquid nitrogen using TRIZOL reagent, and then processed by CapitalBio Corporation (Beijing, China) according to the following steps. Two micrograms of purified total RNA were used to synthesize double-stranded cDNA. Biotin-tagged cRNA was generated from an *in vitro* transcription reaction using a MessageAmp II aRNA amplification kit and then fragmented into 35–200 bp long strands following the Affymetrix protocol. The cRNA was then hybridized to an Affymetrix rice genome array containing 48,564 *japonica* and 1260 *indica* sequences at 45°C with rotation for 16 h in an Affymetrix GeneChip 640 hybridization oven. The GeneChip arrays were washed and stained on an Affymetrix 450 Fluidics Station, and then scanned using an Affymetrix 3000 GeneChip Scanner.

### Array data statistical analysis

GeneChip Operating Software (GCOS1.4) was used to analyze the hybridization data. Following visual inspection of scanned images, satisfactory images were analyzed to generate CEL raw data files using GCOS1.4 default settings. dChip software was used to perform array normalization, following the dChip user’s manual, according to an invariant set approach. For the comparison analysis, SAM (Significant Analysis of Microarray) software was applied using the two-class unpaired method to identify DEGs between cold-stressed samples and control samples for a given genotype, and between two genotypes at each time point. As there is not a fixed standard threshold for significant differential gene expression, we identified DEGs using the empirical criterion of more than 5-fold change and a cut-off of *p* < 0.05 in SAM based on three independent biological replicates. An average linkage hierarchical cluster analysis was performed on the DEGs using GeneCluster version 3.0 software [52].

The putative function of each DEG corresponding to a probe on the Genechip was predicted based on its Affymetrix annotation combined with the TIGR definition [30]. GO enrichment analysis was performed using the web-based software toolkit GOEAST [20]. To analyze DEG regulatory elements, promoter regions (−10 to −1000 bp upstream of the start codon) of selected DEGs were scanned for the DRE motif A/GCCGAC using a Perl program from CapitalBio Corporation. Gene sequences, including 1 kb upstream sequences, of all selected DEGs were downloaded from the TIGR website [30].

### Quantitative RT-PCR validation of DEGs

A total of 15 genes were selected for qRT-PCR validation of the expression level changes identified in the microarray analysis. The selected genes included OsDREB1 regulon genes and genes that were significantly differentially expressed between K354 and C418 and near or within regions of donor introgressed fragments in K354. Sequences corresponding to the selected genes were downloaded from the TIGR rice database [30], and Primer 5.0 software was then used to design qRT-PCR primers based on exonic gene regions. An *Actin* gene was used as the endogenous control. First-strand cDNA was synthesized by reverse transcription using 2 μg of total RNA in a 100 μL reaction mixture using a Reverse Transcription System (Promega, A3500). Diluted synthesized cDNA (1 μL) was used for qRT-PCR analysis along with 200 nM of each primer mixed with SYBR Green PCR Master Mix (Takara Code: DRR041A). qRT-PCR was performed in triplicate for each data point using an ABI7300 sequence detection system and the same RNA samples used for the microarray analysis. Relative expression values were calculated after normalizing against the maximum expression value. The data were further normalized to facilitate profile matching to data obtained from the microarray experiments.

### Data availability

The entire set of original microarray data has been deposited in NCBI’s Gene Expression Omnibus [53] under GEO Series number GSE37940.

## Abbreviations

CT: Cold tolerance; IL: Introgression line; DEGs: Differentially expressed genes; TF: Transcription factors; ABA: Abscisic acid; SOD: Superoxide dismutase; CAT: Catalase; PCD: Programmed cell death; GO: Gene Ontology; QTLs: Quantitative trait loci; SSR: Simple sequence repeat; SAM: Significant analysis of microarray.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

FZ, BF and ZL designed the experiments and drafted the manuscript. FZ, LH, WW, XZ and LZ conducted the phenotype and microarray experiments. FZ performed the microarray data analysis, and LH carried out the qRT-PCR confirmation of candidate genes. BF revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Phenotypic performance between C418 and K354 in different experiments. **Excel file containing the phenotypic performance of C418 and K354 under both control and abiotic stress conditions in different experiments. Click here for file

Additional file 2 **Phenotype and physiological changes of K354 and C418 under control and cold stress conditions.** A PowerPoint file containing photographs of growth status and physiological conditions of K354 and C418 under control conditions (25°C) and cold stress treatment (4°C) for 48 h. Click here for file

Additional file 3 **Total number of expressed transcripts. **Word file containing the total number of transcripts expressed in the two genotypes at different times under control and cold stress conditions. Click here for file

Additional file 4 **Expression patterns of differentially expressed transcripts in K354 and C418. **A PowerPoint file containing expression patterns of 3184 differentially expressed probes based on log-transformed and normalized expression values from control conditions to 48 h under cold stress in (A) K354 and (B) C418. Green, blue, yellow, cyan, red, and black lines indicate clusters I–VI with the same color in Figure 2, respectively. Click here for file

Additional file 5 **Detailed list of DEGs in the six clusters of Figure**2 Excel file containing a list of the transcripts used in the cluster analysis in Figure 2. Click here for file

Additional file 6 **Validation of gene expression by qRT-PCR. **A PowerPoint file containing correlation analysis results between microarray and qRT-RCR experiments based on 15 selected genes representing the OsDREB1 regulon and candidate genes of introgressed segments. Gene expression values were transformed to a log_2_ scale. The microarray data log_2_-value (*X*-axis) were plotted against the qRT-PCR log_2_-value (*Y*-axis). Click here for file

Additional file 7 **Comparative diagram of the total number of differentially regulated genes between C418 and K354 under cold stress.** A PowerPoint file containing (A) Cold-induced genes; (B) Cold-repressed genes. Blue, red, and green bars indicate K354-specific (blue bar), common (red bar), and C418-specific (green bar) regulated genes by cold stress at phase I (2–6 h), phase II (12 h), and phase III (24–48 h) of cold-response, respectively. Click here for file

Additional file 8 **Common genes regulated by cold in both genotypes at all cold-responsive stages. **Word file containing 130 and 21 genes commonly induced and repressed by cold in both genotypes at all cold-responsive stages. Click here for file

Additional file 9 **K354-specific cold-induced genes. **Excel file containing a list of K354-specific cold-induced genes at all time points. Click here for file

Additional file 10 **K354-specific cold-repressed genes. **Excel file containing a list of K354-specific cold-repressed genes at all time points. Click here for file

Additional file 11 **C418-specific cold-induced genes. **Excel file containing a list of C418-specific cold-induced genes at all time points. Click here for file

Additional file 12 **C418-specific cold-repressed genes. **Excel file containing a list of C418-specific cold-repressed genes at all time points. Click here for file

Additional file 13 **Constitutively highly-expressed genes in K354. **Excel file containing a list of non-cold-responsive genes with constitutively higher transcriptional expression in K354 than in C418. Click here for file

Additional file 14 **TF genes detected to be differentially regulated by cold. **Excel file containing a list of TF genes differentially regulated by cold in K354 and C418. Click here for file

Additional file 15 **OsDREB1s and commonly cold-induced genes including a DRE core motif. **Excel file containing a list of OsDREB1s and 298 genes commonly cold-induced in both C418 and K354 with at least one DRE core motif at 1 kb up-stream. Click here for file

Additional file 16 **Genomic distribution of 17 introgression fragments in K354.** A PowerPoint file containing information on introgressed fragments, polymorphic SSR markers used, and previously reported QTLs related to CT at the seedling stage near the introgressed regions. Click here for file

Additional file 17 **DEGs in the introgressed regions of K354. **Excel file containing a list of differentially regulated genes detected by comparison of gene expression profiles of two genotypes that were within or neighboring the regions of donor introgression. Click here for file

# Supplementary material for: Genome-wide gene expression profiling of introgressed indica rice alleles associated with seedling cold tolerance improvement in a japonica rice background
**Source:** BMC Genomics. 2012 Sep 7;13:461. doi: 10.1186/z
**Supplement:** Additional file 2 — Phenotype and physiological changes of K354 and C418 under control and cold stress conditions. A PowerPoint file containing photographs of growth status and physiological conditions of K354 and C418 under control conditions (25°C) and cold stress treatment (4°C) for 48 h.

## Slide 1

A
K354 (CT IL)
C418 (RP)
K354 (CT IL)
C418 (RP)
4℃ 48h, recover 24h
Control
B
C
Cell membrane Injury(%)
SOD(u g-1)
D
E
CAT(u g-1min-1)
Soluble Protein(mg g-1)
Additional file 2. Phenotypes of K354 and C418 under control condition (25 ºC) and cold stress treatment (4 ºC) for 48h. (A) Comparison of seedlings of two genotypes in control and recovery for 24h after 48h treatment. (B) Cell membrane injury of K354 and C418 treated at 4 ºC for 48h treatment. (C), (D) and (E) SOD, CAT and soluble protein of K354 (black) and C418 (white) treated at 4 ºC for 48h treatment. Values are means of 3 replicates. Vertical bars indicate standard error.

# Supplementary material for: Genome-wide gene expression profiling of introgressed indica rice alleles associated with seedling cold tolerance improvement in a japonica rice background
**Source:** BMC Genomics. 2012 Sep 7;13:461. doi: 10.1186/z
**Supplement:** Additional file 3 — Total number of expressed transcripts. Word file containing the total number of transcripts expressed in the two genotypes at different times under control and cold stress conditions.

**Additional file 3**. Total number of probes expressed of two genotypes at different time course under control and cold stress conditions.

| Time Ponits | C418 | Percentage% | K354 | Percentage% |
| --- | --- | --- | --- | --- |
| Control | 26029 | 45.4 | 25284 | 44.1 |
| 2h | 26189 | 45.6 | 26419 | 46.0 |
| 6h | 25556 | 44.5 | 25335 | 44.2 |
| 12h | 25456 | 44.4 | 24888 | 43.4 |
| 24h | 26604 | 46.4 | 27407 | 47.8 |
| 48h | 26673 | 46.5 | 25618 | 44.6 |

# Supplementary material for: Genome-wide gene expression profiling of introgressed indica rice alleles associated with seedling cold tolerance improvement in a japonica rice background
**Source:** BMC Genomics. 2012 Sep 7;13:461. doi: 10.1186/z
**Supplement:** Additional file 4 — Expression patterns of differentially expressed transcripts in K354 and C418. A PowerPoint file containing expression patterns of 3184 differentially expressed probes based on log-transformed and normalized expression values from control conditions to 48 h under cold stress in (A) K354 and (B) C418. Green, blue, yellow, cyan, red, and black lines indicate clusters I–VI with the same color in Figure 2, respectively.

## Slide 1

(A)
(B)
Cluster I
Cluster IV
Cluster I
Cluster IV
Cluster II
Cluster V
Cluster II
Cluster V
Relative expression signal value
Relative expression signal value
Cluster III
Cluster VI
Cluster III
Cluster VI
Time point (hour)
Time point (hour)
Additional file 4. Expression pattern of 3184 differential expressed probes based on the log-transformed and normalized expression values in K354 (A) and C418 (B) from control condition to 48h under cold stress. Green, blue, yellow, cyan, red, and black lines indicate cluster I-VI groups with same color in Figure 2, respectively.

# Supplementary material for: Genome-wide gene expression profiling of introgressed indica rice alleles associated with seedling cold tolerance improvement in a japonica rice background
**Source:** BMC Genomics. 2012 Sep 7;13:461. doi: 10.1186/z
**Supplement:** Additional file 6 — Validation of gene expression by qRT-PCR. A PowerPoint file containing correlation analysis results between microarray and qRT-RCR experiments based on 15 selected genes representing the OsDREB1 regulon and candidate genes of introgressed segments. Gene expression values were transformed to a log2 scale. The microarray data log2-value (X-axis) were plotted against the qRT-PCR log2-value (Y-axis).

## Slide 1

Log expression level (real-time RT-PCR)
Log expression level (microarray)
Additional file 6. Validation of the expression of 15 selected genes representing OsDREB1 regulon and candidate genes of introgressed segments by qRT-PCR. Correlation analysis shows a good agreement between microarray and qRT-RCR experiments. The gene expression values were transformed to log2 scale. The microarray data log2-value (X-axis) were plotted against the qRT-PCR log2-value (Y-axis).

# Supplementary material for: Genome-wide gene expression profiling of introgressed indica rice alleles associated with seedling cold tolerance improvement in a japonica rice background
**Source:** BMC Genomics. 2012 Sep 7;13:461. doi: 10.1186/z
**Supplement:** Additional file 7 — Comparative diagram of the total number of differentially regulated genes between C418 and K354 under cold stress. A PowerPoint file containing (A) Cold-induced genes; (B) Cold-repressed genes. Blue, red, and green bars indicate K354-specific (blue bar), common (red bar), and C418-specific (green bar) regulated genes by cold stress at phase I (2–6 h), phase II (12 h), and phase III (24–48 h) of cold-response, respectively.

## Slide 1

A
B
1200
Induced
1000
800
600
400
200
0
phase I
phase II
phase III
350
300
250
200
150
100
50
0
phase I
phase II
phase III
induced
repressed
K354-specific
Number of probes
Number of probes
Common
C418-specific
Cold-responsive stage
Cold-responsive stage
Additional file 7. Comparative diagram of the total number of induced and repressed genes and common regulated genes between C418 and K354 at phase I (2-6 h), phase II (12 h), and phase III (24-48 h) of cold-response. A. induced genes by cold; B. repressed genes by cold. Blue, red, and green bars indicate K354-specific (blue bar), common (red bar), and C418-specific (green bar) regulated genes by cold stress.

# Supplementary material for: Genome-wide gene expression profiling of introgressed indica rice alleles associated with seedling cold tolerance improvement in a japonica rice background
**Source:** BMC Genomics. 2012 Sep 7;13:461. doi: 10.1186/z
**Supplement:** Additional file 8 — Common genes regulated by cold in both genotypes at all cold-responsive stages. Word file containing 130 and 21 genes commonly induced and repressed by cold in both genotypes at all cold-responsive stages.

**Additional file 8.** 130 and 21 genes commonly induced and repressed by cold in both genotypes at all cold-responsive stages.

The DEGs identified by using the empirical criterion of more than 5-fold change and cut-off *p* < 0.05 in SAM based on three independent biological replicates. The dot in the above table means that the difference between two samples did not reach the threshold.

# Supplementary material for: Genome-wide gene expression profiling of introgressed indica rice alleles associated with seedling cold tolerance improvement in a japonica rice background
**Source:** BMC Genomics. 2012 Sep 7;13:461. doi: 10.1186/z
**Supplement:** Additional file 16 — Genomic distribution of 17 introgression fragments in K354. A PowerPoint file containing information on introgressed fragments, polymorphic SSR markers used, and previously reported QTLs related to CT at the seedling stage near the introgressed regions.

## Slide 1

Chr.1
Chr.2
Chr.3
Chr.4
Chr.5
Chr.6
RM540
RM236
RM523
RM1024
RM469
RM587
RM267
RM175
[34,44]
RM510
RM489
RM6487
RM217
[41]
[34]
RM490
RM253
RM145
[37,39,40]
RM579
RM7
[41]
RM136
RM251
RM527
RM324
RM7365
RM13
RM307
RM449
RM156
RM6314
RM129
RM164
[42]
RM1155
RM262
RM173
RM6832
RM3355
RM275
[34,37,38,39]
RM488
RM252
RM263
[37,40,43]
RM221
RM3
RM274
RM246
RM183
RM443
RM31
RM334
RM186
RM317
RM318
RM5463
RM240
RM255
29.6 Mb
RM297
30.7 Mb
RM112
RM348
RM212
RM280
RM148
RM85
35.5 Mb
35.9 Mb
36.2 Mb
RM104
RM5310
43.2 Mb
Chr.7
Chr.8
Chr.9
Chr.10
Chr.11
Chr.12
RM337
RM295
[40]
RM286
RM316
RM3483
RM38
RM19
RM247
RM1124
[34]
RM216
RM547
[34,45]
RM219
RM101
RM202
RM311
RM296
RM331
[36,38]
[37,43]
RM1375
RM257
RM209
RM277
RM304
RM288
RM432
RM21
[36,38]
RM328
RM6011
[35,37]
RM223
RM215
RM346
[34,43]
RM206
RM7018
RM245
RM455
22.7 Mb
22.6 Mb
RM270
[38]
RM447
RM118
RM224
27.5 Mb
28.4 Mb
RM248
28.4 Mb
2 Mb
29.6 Mb
Introgression fragment of donor BG300 in K354
Major CT related QTL reported in ref.*
[*]

## Slide 2

Additional file 16. Genomic distribution of 17 introgression fragments in K354. A total of 100 polymorphic SSR markers between C418 and donor parent Bg300 were used to construct the recombination map of K354 based on the physical distance of SSR marker. Red rectangles on the chromosome indicate the introgression fragments. Vertical lines on the right side of chromosome indicate the intervals of previously reported QTLs underlying seedling cold tolerance in rice. The number in bracket is the number of reference. According to the polymorphism between the C418 and K354 showing by SSR markers and the position of each SSR marker annotated on GRAMENE database (www.gramene.org), we estimated the introgressed region roughly 2 Mb (~ 8 cM) for just single marker introgressed with flanking non-introgressed marker or the interval between multiple introgressed markers.

How the deposited data were processed for this re-analysis (not part of the article)

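Shoots of C418 and K354 seedlings were measured on Affymetrix rice genome arrays in 12 groups of 3 arrays: a control at 25 °C, pooled by the authors from 2 h and 24 h, and 4 °C for 2, 6, 12, 24 and 48 h. The authors made the deposited values, which are intensities of probe sets on a linear scale, normalized between arrays. The sample records name MAS5, and the paper names GCOS 1.4 with default settings for the raw data files and the invariant-set method of dChip for normalization. No version of MAS5 or dChip is at hand. The lowest value is 1 on each array. Presence calls were not used here, nor were the raw scans.

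Of 57381 probe sets, 123 controls of the array were set apart and 57258 were tested, with no filter on intensity. A probe table gave 1 gene for 22436 probe sets, several for 95 and none for 34727. Gene names and the order of genes along chromosomes come from RefSeq on assembly ASM3414082v1 (GCF_034140825.1), which places 22202 probe sets of 17736 genes. A gene with several probe sets was taken at the brightest on average in the gene lists. Among 3444 such genes, 373 had a call in C418 at 48 h, 85 of them on every probe set. In K354 against C418 before the cold it was 91 genes with a call and 12 on every probe set, and in each of these comparisons 1 gene had calls in opposite directions. Counts of DEGs are counts of probe sets.

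Values were log2 transformed and fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 as 1 model of the 12 groups, and each adjusted p is a Benjamini-Hochberg value from limma over the tested probe sets of its comparison. DEGs passed an adjusted p of 0.05 and a fold change over 5, from means of logs. The comparisons were each cold group with the control of its line, K354 with C418 in each of 6 conditions, and the difference of the cold responses (interaction) at each time, for which no fold was required. The 3 control arrays of a line enter all 5 of its cold comparisons, so these are not independent. Arrays with the same replicate number were no more alike than others (mean correlation of their residuals 0.00287, against -0.00132 for other numbers), so the number was not used as a pairing and entered as a replicate block in an alternative. Tables, trees and figures were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

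A fold against a group whose 3 arrays lie below the 25th percentile of their array is given as a lower bound, with that percentile in place of the dim group and the values of the other group as they are. Groups of genes were 27 lists. Their themes were fixed before the data were examined, except 2C phosphatases, auxin genes and DNA replication proteins, which were added when members were matched by gene symbol, with the data at hand but before any list value was seen. The symbol pattern of the aquaporins was corrected once, as it took in SIP2, which is no aquaporin. The themes of the Calvin cycle, desaturases, glutathione S-transferases, peroxidases, receptor kinases, NBS-LRR proteins, root markers and seed storage, also fixed before, were not tested as lists here. The 27 lists were tested with camera in 7 comparisons over 17905 genes, with 189 tests adjusted together, at the preset correlation of 0.01 and at an estimated one. List counts past an adjusted p use the adjustment over all probe sets unless "adjusted over the list alone" is written. Positions were tested with windows of 100 consecutive genes against 10000 random placements of the calls.

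Named genes are those that the paper's text and Tables 3 and 4 name (their values in the paper were seen before), the 10 probe sets with the largest change in each direction in 5 comparisons whose arrays do not overlap and whose product is described, and up to 4 members of each list. Genes outside this rule, and members of a list named beside a count of 5 or fewer, were chosen after their values were seen. By locus number, no probe set could be matched with the tables at hand to 3 genes of the paper, LOC_Os12g09640, LOC_Os02g36140 and LOC_Os07g32380.

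The fit was tested on simulated data, with normal noise of the spread of each probe set: of 50 probe sets changed 6-fold, 46 were called, of 50 changed 10-fold, 50, and of 57058 not changed, 0. Camera called 1 of 1 shifted list and 0 others of 10 in all, and the window test found a planted stretch. All 6258 folds of the paper's supplement lie within 1% of ratios of arithmetic means of the deposited values, or within 0.006 of them to allow for rounding.

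Alternatives set before the data were examined were the unadjusted p, the t-test of the methods with and without adjustment, a SAM statistic, a 2-fold threshold, folds of arithmetic means, quantile normalization, median centring, a filter on dim probe sets (above the median of the array in all 3 arrays of a group, 32505 kept), a floor at the 25th percentile, the groups compared alone, the replicate block and leaving out each array. Scalings to the control RNAs and some alternatives for sets derived from the counts were added after. The closing section gives their effects.

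The search for DRE core motifs upstream of genes was not run, as no genome sequence was at hand. The quantitative PCR, the marker genotypes, Additional file 5, which is incomplete here, and phenotypes were not analysed here. No sample was left out.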

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

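The tests of the control RNAs, the removal of the mean line difference before the interaction splits, the division of the mismatch test by direction, and the scalings to control RNAs were chosen after the result was seen; the tests of mismatched probes, donor segments and the 2 h response were set before.

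Cold responses differed between the lines in the interaction term of limma. OsDREB1G and OsDREB1C, AP2 factors of the CBF pathway, had interactions of -3.36 and -2.48 on the log2 scale at 2 h, so that K354 responded less. The control level of OsDREB1G was higher in K354 than in C418, so part of its interaction comes from the level before the cold. OsTPP1, a trehalose-phosphate phosphatase, had -2.84, the trehalose-6-phosphate synthase LOC_Os08g34580 -3.60, and the AP2 factors LOC_Os08g36920 and LOC_Os07g47790 -3.02 and -2.99. At 48 h OsSIK1, a receptor-like kinase, had 2.46, the lectin-like receptor kinase LOC_Os07g03920 2.69 and LOC_Os12g01210, annotated as a chloroplast RNA-processing factor, 2.75, and OsCDPK21, a calcium-dependent protein kinase, -2.97. These 4 values, and that of LOC_Os07g47790, rest on 1 or more groups below the 25th percentile of their arrays (OsSIK1 in C418, LOC_Os07g03920 at 48 h in K354, LOC_Os12g01210 and OsCDPK21 in the K354 control, LOC_Os07g47790 in K354 and in the C418 control), so their size is not known.

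Over all probe sets, the response was lower in K354 for 709 probe sets and higher for 219 at 2 h, with 143 and 81 at 6 h, 639 and 370 at 12 h, 500 and 393 at 24 h, and 1567 and 2946 at 48 h. With the arrays scaled to the control RNAs, the larger side was kept at 2 h and 48 h with both kinds of control, at 6 h and 12 h with the hybridization controls only, and at 24 h with neither: with the poly-A controls, 303 were lower and 99 higher at 2 h, 30 and 59 at 6 h, 144 and 145 at 12 h, 122 and 385 at 24 h and 469 and 1736 at 48 h, and with the hybridization controls 594 and 138, 90 and 39, 599 and 112, 194 and 437, and 584 and 4706. With the groups compared alone, 903 were lower and 668 higher at 2 h, 791 and 563 at 12 h and 964 and 1405 at 48 h. Median centring also changed the larger side at 12 h, with 407 lower and 433 higher. With 100 drawn splits of the arrays per time, 1 split, the real one, gave as many calls at each time. For the sum of both directions, chance is thus unlikely, least clearly at 24 h, but 100 splits cannot exclude it. There were 928 real calls against 106 in the highest other split at 2 h, 224 against 24 at 6 h, 1009 against 161 at 12 h, 893 against 779 at 24 h and 4513 against 1253 at 48 h. The counts from 2 h to 24 h move with single arrays, all named in the next part: lower at 2 h 462 without C418 2 h replicate 3, lower at 6 h 247 without C418 6 h replicate 3, lower at 12 h 1964 without K354 12 h replicate 1 and higher at 24 h 1323 without K354 24 h replicate 2.

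The DEG counts within a line and between the lines compare 3 arrays with 3, and 10 splits are too few for a share under 0.05. The real count and the highest other split were in C418 230 and 0 at 2 h, 308 and 0 at 6 h, 540 and 0 at 12 h, 1141 and 0 at 24 h, 2108 and 0 at 48 h; in K354 86 and 0 at 2 h, 258 and 0 at 6 h, 512 and 0 at 12 h, 1242 and 2 at 24 h, 1574 and 0 at 48 h; between the lines 577 and 1 in the control, 618 and 0 at 2 h, 541 and 0 at 6 h, 571 and 0 at 12 h, 560 and 126 at 24 h, 567 and 4 at 48 h.

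K354 responded less than C418 at 2 h: over 332 probe sets induced in both lines at 12 h, the median interaction was -0.68, with 260 of them below 0. A level already higher in K354 before the cold would leave the lines alike at 2 h, but the median of K354 minus C418 at 2 h was -0.55. This median covers the set, and single genes such as OsDREB1G, with a higher control level in K354, can differ from it. The scaling of the arrays is argued against by a median interaction of -0.66 with quantile normalization. A later start in K354 may explain part of it and cannot be told apart from a weaker response, since the median difference at 6 h, -0.35, lies just over the bound that was set for it, 0.5 times the value at 2 h. Both lines were sampled at the same hours of cold, and their controls were pooled from the same hours. The part of the donor alleles in this difference was not tested here.

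Control RNAs that the laboratory adds gave a signal in data the paper did not analyse. At 48 h over the control, the hybridization controls rose by 0.99 on the log2 scale in C418 and 0.81 in K354, the poly-A controls by 1.46 and 1.35, and the 25S rRNA probe set was 6.51-fold and 9.03-fold higher, in 3 of 3 arrays each.

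A change of array scaling alone would raise both kinds of control alike, but among controls of matched brightness the poly-A controls rose more, by 2.01 SDs between arrays in C418 and 4.89 in K354; the former lies barely over the bound of 2. With the arrays scaled to the poly-A controls, 504 of 1531 probe sets (32.9%) stayed induced in C418 at 48 h. This scaling takes the same amount from every probe set, so this share follows from the size of the changes, and it stays open how many of the calls come from scaling. A smaller share of mRNA in the RNA of cold-treated shoots may explain the larger rise of the poly-A controls. Whether it bears on the rise of the hybridization controls was not tested. Such a share would be expected to raise all rRNA alike, but the probe sets of 25S, 5.8S and 18S rRNA rose unequally. The 25S probe set rose 6.51-fold in C418 and 9.03-fold in K354, 5.8S 21.3-fold in C418 and 21.8-fold in K354, and 18S 1.16-fold and 1.18-fold. The 18S probe set cannot decide it, since a rise like that of the poly-A controls would take it in C418 from 7148 to 19615, above the highest intensity on any array, 15476. The explanation stays open, as does a difference in the amount of control RNA added or in the labelling batch, which is not known.

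Between the lines before the cold, 9 genes of 110 in 1 stretch of chromosome 4 were called outside the ranges of Additional file 17, with LOC_Os04g01330 135-fold higher in K354 (chosen after its value was seen). A stretch of 180 genes on chromosome 9, with 12 called, lay mostly outside them too, with 11 genes inside. In all, 31 windows of 100 genes held more calls than the highest window of 95% of 10000 random placements, as introgressed donor segments would give. The placements treat each gene as independent of its neighbors, so the windows do not by themselves point to donor segments. Probes that mismatch the sequence of one line may give some of the calls and cannot be told apart from them: other probe sets of the same gene followed the call for 36.6% of 41 genes (95% interval 22.1 to 53.1%), against 51.6% for cold in C418 at 48 h. For calls higher in K354 it was 26.9% of 26 genes, against 52.0% of those induced by cold (Fisher's exact test, p = 0.0295, not adjusted), and for calls lower in K354 53.3% of 15 genes, against 50.0% of those repressed. The calls higher in K354 were thus followed less often than those of cold, on few genes, and the genes are too few to tell for those lower. The bound set before against mismatched probes, an interval that reaches the share for cold, was too loose, because an interval this wide also holds shares that mismatches would give.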

How the results depend on the processing

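The scalings to the control RNAs, the groups compared alone for the interaction and for sets derived from the counts, and the t-test, SAM statistic and arithmetic folds for those sets were tests chosen after the result was seen. The other tests were set before. Counts were taken as kept within a factor of 1.5. DEG counts stayed within it with the SAM statistic, the methods' t-test with and without adjustment, an unadjusted p and the replicate block (pairing by replicate number), which moved none of 91 counts. With quantile normalization 88 of 91 counts stayed, with median centring 86, with the filter on dim probe sets 90, with the floor 83, and with arithmetic folds 80 of 81. Where OsDREB1C and other single genes are concerned, direction and side were kept for 382 of 383 values with the block, 381 with quantile normalization, 380 with median centring and 374 with the floor, for 341 and 326 of 355 with the scalings to hybridization and poly-A controls, and for 2398 of 2466 with 1 array left out, where 59 lost and 9 gained the threshold. A value past the threshold in neither fit was counted as kept, a rule set after the values were seen. The 500 bp alternative for the DRE core motif was not run, as no genome was at hand.

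With a 2-fold threshold, more probe sets pass by construction. Induced/repressed counts became 824/1142 at 2 h, 1178/1241 at 6 h, 1849/1905 at 12 h, 3540/2972 at 24 h and 5181/5480 at 48 h in C418 and 426/945 at 2 h, 1041/1229 at 6 h, 1813/1957 at 12 h, 3863/2734 at 24 h and 4722/4117 at 48 h in K354. Between the lines, higher/lower counts became 939/720 in the control, 1075/1159 at 2 h, 1038/814 at 6 h, 1014/952 at 12 h, 1013/705 at 24 h and 1248/905 at 48 h. Cold-responsive DEGs numbered 14083, genotypic DEGs 4187 and all DEGs 15386; common induced/repressed 4573/4131, C418-specific 1056/2137 and K354-specific 1227/888. Over all 3 phases it was 1109/969 in C418 and 932/947 in K354, common to the lines in phase I 845/1008, phase II 1395/1262 and phase III 4448/3751, and 761/651 in all stages of both lines.

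Some counts of the interaction moved, and the cause was not tested. With median centring, 51 were higher in K354 at 6 h. At 12 h, 407 were then lower and 433 higher, so that the larger side changed there. With values floored at the 25th percentile, 374 were higher at 2 h, 185 higher and 226 lower at 6 h, 599 higher at 12 h and 615 higher at 24 h. With the groups compared alone, 668 were higher at 2 h, 563 at 12 h, and 1405 were higher and 964 lower at 48 h.

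Scaling the arrays to the hybridization controls gave, for C418, 188 repressed at 12 h and induced/repressed 551/608 at 24 h and 742/3301 at 48 h; for K354, 262/278 at 12 h and 647/1630 at 48 h, with 404 repressed at 24 h. The interaction then had 138 higher at 2 h, higher/lower 39/90 at 6 h, 112 higher at 12 h, 194 lower at 24 h and 4706/584 at 48 h. Scaling to the poly-A controls gave 144 repressed at 6 h and induced/repressed 239/403 at 12 h, 377/1602 at 24 h and 504/6751 at 48 h in C418, and 112 repressed at 6 h and 239/341 at 12 h, 485/885 at 24 h and 416/4319 at 48 h in K354. The interaction had higher/lower 99/303 at 2 h, 30 lower at 6 h, 145/144 at 12 h, 122 lower at 24 h and 1736/469 at 48 h. These scalings shift the median of all probe sets at 48 h in C418 to -1.01 and -1.48, against -0.02 as deposited. From 6 h on, both scalings lower all changes of a group by a common amount, which by construction favours repressed calls (at 2 h the poly-A controls were lower than in the control arrays, by log2 differences of -0.00778 in C418 and -0.0651 in K354, so that this scaling raises the changes there); for the interaction the cause was not tested. The share of induced among called probe sets in C418 went from 81.8% at 6 h, 79.1% at 12 h, 82.9% at 24 h and 72.6% at 48 h as deposited to 62.7% at 12 h, 47.5% at 24 h and 18.4% at 48 h with the hybridization and 54.3% at 6 h, 37.2% at 12 h, 19.1% at 24 h and 6.95% at 48 h with the poly-A controls. In K354 it went from 72.5% at 6 h, 79.3% at 12 h, 85.6% at 24 h and 79.4% at 48 h to 62.2% at 6 h, 48.5% at 12 h, 63.7% at 24 h and 28.4% at 48 h and 57.9% at 6 h, 41.2% at 12 h, 35.4% at 24 h and 8.79% at 48 h. At 2 h in K354, where the median of all probe sets was -0.12 (-0.13 in C418), the share went from 47.7% to 65.2% with quantile normalization and 64.8% with median centring.

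Single genes reversed their direction in 15 cases, with the control scalings through the common shift at 48 h. With the hybridization controls at 48 h these were OsSIK1 (-0.77) and LOC_Os09g11480 (-0.0390) in C418 and LOC_Os04g02970 (-0.80), OsAPx05 (-0.59) and OsNAC5 (-0.22) in K354. With the poly-A controls it was OsSIK1 (-1.24) and LOC_Os09g11480 (-0.51) in C418 and CYP74A3 (-1.21), LOC_Os04g02970 (-1.34), LOC_Os09g11480 (-0.32), OsAPx05 (-1.12) and OsNAC5 (-0.76) in K354. With the floor, which lifts dim values, the changes at 2 h became -0.0905 in C418 and -0.00393 in K354 for OsCML10, and -0.0615 in K354 for LOC_Os07g47790.

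Leaving out 1 array at a time moved 38 of 2076 counts. The interaction ran from 126 to 221 higher and 462 to 856 lower at 2 h, 48 to 93 and 85 to 247 at 6 h, 219 to 640 and 433 to 1964 at 12 h, and 263 to 1323 and 342 to 773 at 24 h. Those beyond the factor of 1.5 were, higher at 2 h 137 without K354 2 h replicate 1, 137 without K354 2 h replicate 2, 143 without K354 control replicate 2, 126 without C418 2 h replicate 2, 138 without C418 control replicate 1, 136 without C418 control replicate 3; lower at 2 h 462 without C418 2 h replicate 3; higher at 6 h 48 without C418 control replicate 1, 48 without C418 control replicate 3; lower at 6 h 85 without C418 6 h replicate 1, 247 without C418 6 h replicate 3, 94 without C418 control replicate 1, 89 without C418 control replicate 2, 93 without C418 control replicate 3; higher at 12 h 640 without K354 12 h replicate 1, 224 without K354 12 h replicate 2, 242 without K354 control replicate 2, 241 without K354 control replicate 3, 235 without C418 12 h replicate 3, 219 without C418 control replicate 1, 224 without C418 control replicate 3; lower at 12 h 1964 without K354 12 h replicate 1; higher at 24 h 1323 without K354 24 h replicate 2; lower at 24 h 773 without K354 24 h replicate 2. Fewer arrays enter each of these fits, and the cause was not tested further. C418 repressed DEGs at 2 h ran from 40 to 68 (highest without C418 2 h replicate 3), and K354-specific induced DEGs from 265 to 599 (highest without K354 24 h replicate 2). The small counts of 1 phase ran: C418 repressed in phase I alone 15 to 38 (38 without C418 2 h replicate 3); C418 induced in phase II alone 7 to 14 (7 without C418 12 h replicate 2); C418 repressed in phase II alone 2 to 8 (2 without C418 control replicate 3); K354 induced in phase I alone 3 to 8 (8 without K354 6 h replicate 1, 7 without K354 6 h replicate 2, 6 without K354 6 h replicate 3, 6 without K354 control replicate 2, 7 without K354 control replicate 3); K354 induced in phase II alone 6 to 14 (14 without K354 12 h replicate 2, 13 without K354 12 h replicate 3); K354 repressed in phase II alone 9 to 22 (9 without K354 48 h replicate 2, 22 without K354 control replicate 1).

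The gene lists called by camera, with the WRKY and DREB and ERF factors among them, rest on the preset correlation of 0.01. With a correlation estimated from the arrays, 0 lists passed in each of 7 comparisons, against 8 and 11 in C418 at 2 h and 48 h, 6 and 9 in K354, 3 in the control and 7 and 4 for the interaction. Of the 189 tests of camera, 19 were then past an unadjusted p of 0.05, and the smallest adjusted p was 0.117; the cause was not tested, and no other tool was run on the lists. Signal over background limits the folds of dim genes. In 228 of 342 probe sets called higher and 143 of 235 called lower in K354, the dimmer line had a mean below the mean 25th percentile of its arrays.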

Differences from the paper's values

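The tests with the t-test, the SAM statistic, arithmetic folds, the groups compared alone and the calls in every comparison of the lines were, for these counts, chosen after the values were seen.

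Non-cold-responsive constitutive DEGs, such as OsWAK112d, were counted as probe sets called between the lines in the control and in no cold comparison. The number of constitutive DEGs higher in K354 was 294, against 184 as the paper's value, and that of constitutive DEGs lower in K354 200, against the paper's 112, both at over 5-fold and a p under 0.05, which is adjusted here. Of the alternatives set before the data were examined, the floor at the 25th percentile gave 219 and 149, each within 1.5 times the paper's value, and the filter on dim probe sets gave 275, within it, and 187, outside it. The unadjusted p (295 and 200), the 2-fold threshold (403 and 285), quantile normalization (290 and 205), median centring (287 and 203), the replicate block (294 and 200) and leaving out 1 array (290 to 298 and 197 to 203) stayed outside, as did, added after, the t-test, the SAM statistic, arithmetic folds and the groups compared alone (291 to 295 and 196 to 200). Counting only probe sets called in all 6 comparisons of the lines gave 215 and 114, within 1.5 times; it was chosen after seeing the values. Of the 184 probe sets of Additional file 13, that count keeps 168 and drops 16.

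The paper states that the samples of K354 and C418 form separate clusters. The tree of arrays over the called probe sets has 2 such branches, 1 per line. Those probe sets include 910 that were called for a difference between the lines, which builds in part of this separation. In the tree over all probe sets above the median, 9 of 12 groups form a branch of their own and neither line does, and in the tree of group means the 24 h and 48 h groups of K354 join those of C418 first.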

Other observations

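The lists of 2C phosphatases, auxin genes and DNA replication proteins were added with the data at hand but before any list value was seen, and the themes of the other lists were written before. The tests with the poly-A scaling were chosen after the result was seen.

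OsPP2C32 and OsPP2C02, phosphatases of the 2C class that includes inhibitors of abscisic acid signaling, rose at 2 h by 2.61 and 1.43 on the log2 scale in C418 and by 1.87 and 0.48 in K354 (interactions -0.74, adjusted p = 0.0251, and -0.95, adjusted p = 0.0208). At 48 h OsPP2C73 and OsPP2C27 rose by 4.41 and 4.15 in C418 and by 3.98 and 3.84 in K354. Over the 55 genes of the class, the median at 48 h was 0.40 in C418 (adjusted p = 0.00728 with the preset and adjusted p = 0.620 with an estimated correlation) and 0.42 in K354 (adjusted p = 0.00232 with the preset and adjusted p = 0.518 with an estimated correlation), and it fell below 0 with the arrays scaled to the poly-A controls, to -1.06 and -0.92. For the interaction at 2 h it was -0.04 (adjusted p = 0.00971 with the preset and adjusted p = 0.642 with an estimated correlation), which this scaling turns to 0.01.

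ARF10, an auxin response factor, rose by 4.27 in K354 at 48 h, and IAA14, an Aux/IAA repressor, at least 3.12-fold in C418 and 1.52-fold in K354. IAA23 rose by 1.84 at 2 h in C418, with 0.47 in K354 (interaction -1.37, adjusted p = 0.00281). IAA20 fell at least 4.13-fold in C418 at 48 h, with -1.26 in K354. Over the 48 PIN and auxin response genes the median at 48 h was 0.20 in C418 (adjusted p = 0.0486 with the preset and adjusted p = 0.837 with an estimated correlation) and 0.28 in K354 (adjusted p = 0.0127 with the preset and adjusted p = 0.695 with an estimated correlation), and -1.26 and -1.07 with the poly-A scaling.

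The histone genes H2B.6 and H2B.11, whose products package new DNA, fell at 2 h, with log2 changes of -0.94 and -0.81 in C418 and -0.97 and -0.83 in K354. At 48 h H2B.6 had -1.14 and -1.25. The 5 core histones (H2B.10, H2B.11, H2B.5, H2B.6 and H2B.7) all fell at 2 h in both lines, with medians of -0.64 (adjusted p = 0.00697 with the preset and adjusted p = 0.515 with an estimated correlation) and -0.63 (adjusted p = 0.00400 with the preset and adjusted p = 0.514 with an estimated correlation).

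The lists of DNA replication proteins, expansins, and CBL-interacting kinases with their sensors did not pass camera in any of the 7 comparisons. In them, the replication factor OsRPA14 had -2.22 in C418 and -1.76 in K354 at 48 h, and the origin recognition subunit OsORC2 -1.82 and -1.39. The expansin-like OsEXLA4, which loosens cell walls, fell at least 5.45-fold in C418, with -2.03 in K354, and the kinase OsCIPK05 had -3.38 and -2.11 (interaction 1.27, adjusted p = 0.00122), while OsCIPK26 rose by 1.81 and 1.92.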
